# A nerve injury–specific long noncoding RNA promotes neuropathic pain by increasing *Ccl2* expression

**DOI:** 10.1172/JCI153563

**Published:** 2022-07-01

**Authors:** Shibin Du, Shaogen Wu, Xiaozhou Feng, Bing Wang, Shangzhou Xia, Lingli Liang, Li Zhang, Gokulapriya Govindarajalu, Alexander Bunk, Feni Kadakia, Qingxiang Mao, Xinying Guo, Hui Zhao, Tolga Berkman, Tong Liu, Hong Li, Jordan Stillman, Alex Bekker, Steve Davidson, Yuan-Xiang Tao

**Keywords:** Cell Biology, Neuroscience, Epigenetics, Neurological disorders

## Abstract

Maladaptive changes of nerve injury–associated genes in dorsal root ganglia (DRGs) are critical for neuropathic pain genesis. Emerging evidence supports the role of long noncoding RNAs (lncRNAs) in regulating gene transcription. Here we identified a conserved lncRNA, named nerve injury–specific lncRNA (*NIS-lncRNA*) for its upregulation in injured DRGs exclusively in response to nerve injury. This upregulation was triggered by nerve injury–induced increase in DRG ELF1, a transcription factor that bound to the *NIS-lncRNA* promoter. Blocking this upregulation attenuated nerve injury–induced CCL2 increase in injured DRGs and nociceptive hypersensitivity during the development and maintenance periods of neuropathic pain. Mimicking *NIS-lncRNA* upregulation elevated CCL2 expression, increased CCL2-mediated excitability in DRG neurons, and produced neuropathic pain symptoms. Mechanistically, *NIS-lncRNA* recruited more binding of the RNA-interacting protein FUS to the *Ccl2* promoter and augmented *Ccl2* transcription in injured DRGs. Thus, *NIS-lncRNA* participates in neuropathic pain likely by promoting FUS-triggered DRG *Ccl2* expression and may be a potential target in neuropathic pain management.

## Introduction

Peripheral neuropathic pain caused by primary damage or injury to the peripheral nervous system is a complex and debilitating major health problem. It impacts the quality of life of over 4 million people with an estimated cost of $600 billion per year in neuropathic pain–associated health care and productivity losses in the United States (1). Current treatments for this disorder have only a modest effect and in a minority of neuropathic pain patients (2). One important reason for this inefficiency of treatment is the inability to target underlying mechanisms precisely. Neuropathic pain is characterized by spontaneous ongoing pain and persistent somatosensory hypersensitivity including allodynia and hyperalgesia. The development and maintenance of these pain hypersensitivities likely result from sensitization and abnormal ectopic discharge in neuromas at the sites of peripheral nerve injury and the primary sensory neurons of dorsal root ganglia (DRGs) (3, 4). Maladaptive changes in gene expression at the transcriptional and translational levels in DRGs following peripheral nerve injury participate in these abnormal firing activities (5–7). Understanding the molecular mechanisms of how these nerve injury–associated genes are altered in DRGs may enable us to develop a new strategy for neuropathic pain management.

C-C chemokine ligand 2 (CCL2), also called monocyte chemoattractant protein-1, is a small secreted protein that functions as an important proinflammatory mediator for the recruitment of immune cells to injured tissues (8), and plays a pivotal role in the peripheral mechanisms of neuropathic pain (9). *Ccl2* mRNA and CCL2 protein are expressed and upregulated in injured DRG neurons in several models of neuropathic pain (10–14). Like other pain-related peptides, CCL2 is stored in large dense core vesicles, is released in a calcium-dependent manner from DRG neuronal bodies and their terminals, and directly excites DRG neurons through activation of its preferred C-C motif receptor 2 (CCR2) by autocrine/paracrine processes (15–17). CCR2 activation sensitizes nociceptors via transactivation of transient receptor potential channels (15). Intrathecal injection of CCL2 produces rapid heat hyperalgesia and mechanical allodynia (17, 18). Intrathecal administration of CCL2-neutralizing antibodies or CCR2 antagonists alleviates mechanical allodynia in different neuropathic pain models (14, 17–19). Consistently, mice lacking CCR2 exhibit impaired mechanical allodynia after partial ligation of the sciatic nerve (20). Thus, CCL2 signaling among DRG neurons is likely an endogenous initiator of neuropathic pain. However, the mechanisms by which the *Ccl2* gene is upregulated in the DRG after peripheral nerve injury are unknown.

Long noncoding RNAs (lncRNAs) are longer than 200 nucleotides without protein-coding capability and participate in transcriptional and translational regulation of gene expression through their binding to proteins, DNAs, and other RNAs (21). Although many lncRNAs are dysregulated in the pain-associated regions after peripheral nerve injury (6, 7), the detailed mechanisms of how they contribute to neuropathic pain are still elusive. Here we report a native lncRNA in mammalian neurons. Because its expression in injured DRGs specifically responds to peripheral nerve injury, we named it nerve injury–specific lncRNA (*NIS-lncRNA*). We found that *NIS-lncRNA* contributes to the development and maintenance of neuropathic pain by promoting FUS-triggered transcriptional activation of *Ccl2* in DRG neurons. *NIS-lncRNA* is likely a biological instigator in neuropathic pain genesis.

## Results

### Identification of NIS-lncRNA.

We first identified *NIS-lncRNA* through deep analysis of our previous RNA sequencing database (22) and found that the stacked reads in the genomic region (73,380,545–73,392,775) of chromosome 5 significantly increased in injured DRGs 7 days after unilateral L4 spinal nerve ligation (SNL) in comparison with sham-operated mice (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI153563DS1). We then used strand-specific primers for reverse transcription and identified *NIS-lncRNA* transcripts in the DRGs of mice, rats, and humans (Figure 1A), although the sequences among these species were not completely identical. Using rapid amplification of cDNA ends for directional sequencing of 5′ and 3′ ends and reverse transcriptase PCR (RT-PCR) assays, we identified that *NIS-lncRNA* had 2 variants, full-length 435-nt variant 1 (*NIS* V1, including exons 1 and 2) and 2469-nt variant 2 (*NIS* V2, including exons 1 and 3), in mouse DRGs (Figure 1B and Supplemental Figure 2). A full-length 429-nt *NIS-lncRNA* (including exons 1 and 2) in rat DRGs (Supplemental Figure 3) and a full-length 1263-nt *NIS-lncRNA* in human DRGs (Supplemental Figure 4) were also identified. Using Northern blot analysis, *NIS* V1 and V2 were clearly confirmed at the expected size in injured mouse DRGs 7 days after SNL (Figure 1C), although detectable signals for both variants were extremely weak or undetected in normal/sham DRGs. The transcripts of both variants were also expressed in the spinal cord, various brain regions, and other body organs of naive mice (Figure 1D). Quantification analysis of nuclear/cytoplasmic RNA from DRG extracts showed that both variants were more enriched in the nucleus than in the cytoplasm (Figure 1E). Consistently, subcellular fractionation of DRGs revealed that *NIS* V1 and V2 displayed more distribution in the insoluble nuclear pellet (Supplemental Figure 5, A and B). Coding substitution frequency analysis proved no apparent open reading frame in both *NIS* V1 and V2 (Supplemental Figure 2). Furthermore, in vitro translation of these 2 variants did not yield proteins (Figure 1F). Ribosome profiling analysis showed no/minimal ribosomes on *NIS-lncRNA* (Figure 1G). The evidence indicates that *NIS-lncRNA* is a noncoding RNA.

### Upregulation of DRG NIS-lncRNA in specific response to peripheral nerve injury.

Next, we carried out a quantitative RT-PCR assay plus an increasing sample template strategy and examined the *NIS-lncRNA* expression in 2 pain-associated regions, DRGs and spinal cord, after peripheral nerve injury. SNL, but not sham surgery, time-dependently upregulated both *NIS* V1 and V2 in the ipsilateral L4 DRG from day 3 to day 28 after surgery (Figure 2A). Neither SNL nor sham surgery altered basal expression of these 2 variants in the contralateral L4 DRG, ipsilateral intact L3 DRG, and ipsilateral L4 spinal cord (Figure 2, B–D). Results were similar in another animal model of neuropathic pain caused by chronic constriction injury (CCI) of unilateral sciatic nerve (Figure 2, E and F). Interestingly, levels of *NIS* V1 and V2 were not substantially changed in the ipsilateral L3/4 DRGs during the observation periods in animal models of chronic inflammatory pain caused by plantar injection of complete Freund’s adjuvant into the unilateral hind paw (Figure 2G) or intra-articular injection of sodium monoiodoacetate into the unilateral knee joint (Figure 2H) and in an animal model of postoperative pain caused by plantar incision of the unilateral hind paw (Figure 2I). Thus, it appears that transcriptional activation of DRG *NIS-lncRNA* occurs in specific response to peripheral nerve injury.

Cellular distribution pattern of *NIS-lncRNA* in the DRG was also observed using RNAscope in situ hybridization (ISH) assay followed by immunohistochemistry assay of distinct cell markers. The sensitivity and selectivity of the ISH assay were examined with a positive control probe for a housekeeping gene, peptidyl-prolyl *cis*-*trans* isomerase B (displaying robust signals), as well as a negative control probe for a specific bacterial gene, 4-hydroxy-tetrahydrodipicolinate (showing no signal), in the DRG (Supplemental Figure 6). *NIS* V1– or V2–labeled signal particles were undetected or sparsely detected in mouse DRGs under normal conditions (Supplemental Figure 7A) or after sham surgery (data not shown), but densely detected after SNL (Figure 3A). Both variants were coexpressed with β-tubulin III (a specific neuronal marker), but not glutamine synthetase (a marker for satellite glial cells) and CD68 (a marker for macrophages and monocytes), in individual cells of injured DRGs (Figure 3, A and B, and Supplemental Figure 7B). Quantification analysis showed that numbers of *NIS* V1– or V2–labeled neurons in the ipsilateral L4 DRG were significantly higher than those in the contralateral L4 DRG on days 3, 7, and 14 after SNL (Figure 3, C–F). Importantly, *NIS* V1– or V2–labeled signal particles (≥3) were more enriched in the nucleus than in the cytoplasm within the neurons from injured DRGs on the days indicated above after SNL (Figure 3, C–F, and Supplemental Figure 7C). A cross-sectional area analysis of neuronal somas showed that these changes occurred predominantly in medium and large DRG neurons from SNL mice (Figure 3, G and H). The majority of *NIS* V1– or V2–labeled neurons were positive for activating transcription factor 3 (an injury marker) in injured DRGs (Supplemental Figure 8). Consistently, in uninjured human DRGs, *NIS-lncRNA* was undetectable by RNAscope ISH assay (data not shown). We carried out a single-cell RT-PCR assay and revealed that about 86.7% of small neurons and 69.2% of large neurons expressed *NIS-lncRNA* in uninjured human DRGs (Supplemental Figure 9). Taken together, the evidence suggests that nerve injury–induced *NIS-lncRNA* upregulation in injured DRG neurons may have a functional role in neuropathic pain.

### ELF1 triggers DRG NIS-lncRNA transcriptional activity after SNL.

We examined how DRG *NIS-lncRNA* was upregulated after nerve injury. Given that transcription factors regulate gene expression, we used the online database JASPAR and identified a consensus binding motif (_–227_TGGGGAGGAAGTT_–215_) for E74-like ETS transcription factor 1 (ELF1) in the promoter region of *NIS-lncRNA*. A fragment of the *NIS-lncRNA* promoter containing this binding motif could be amplified from the complex immunoprecipitated with ELF1 antibody in nuclear fractions from sham DRGs (Figure 4A). SNL increased the binding of ELF1 to the *NIS-lncRNA* promoter, as demonstrated by a 2.4-fold increase in binding activity in the ipsilateral L4 DRG on day 7 after SNL (Figure 4A). This increase was due to the elevations in the levels of *Elf1* mRNA and ELF1 protein in the ipsilateral L4 DRG following SNL, not sham surgery (Figure 4, B and C).

We further observed an ELF1 overexpression–induced increase of *NIS-lncRNA* in in vitro–cultured DRG neurons transduced with AAV5 expressing the full-length *Elf1* mRNA (AAV5-*Elf1*) plus AAV5 expressing control scrambled shRNA (Figure 4, D and E). This increase was absent in the DRG neurons transduced with AAV5-*Elf1* plus AAV5 expressing *Elf1* shRNA (AAV5-*Elf1* shRNA) (Figure 4, D and E), suggesting that the *NIS-lncRNA* increase was in specific response to ELF1. The luciferase assay revealed that cotransfection of full-length *Elf1* vector, but not control *Gfp* vector, significantly increased the activity of the *NIS-lncRNA* promoter in in vitro CAD cells (Figure 4F). Furthermore, blocking the SNL-induced increase of DRG ELF1 through DRG microinjection of *Elf1* siRNA (but not control scrambled siRNA) 3 days before surgery not only mitigated the development of SNL-induced mechanical, heat, and cold nociceptive hypersensitivities in male mice (Supplemental Figure 10, A–D), but also attenuated the SNL-induced increases in the levels of *NIS* V1 and V2 in the ipsilateral L4 DRG (Figure 4, G and H). In addition, DRG microinjection of AAV5-*Elf1*, but not AAV5-*Gfp*, in the scrambled siRNA–microinjected mice 35 days before siRNA microinjection increased the amounts of *NIS* V1 and V2 in the injected L3/4 DRGs on day 7 after siRNA microinjection and enhanced responses to mechanical, heat, and cold stimuli on the ipsilateral side on days 5 and 7 after siRNA microinjection in male mice (Figure 4, I and J, and Supplemental Figure 11, A–D). These changes were significantly attenuated in the mice co-microinjected with *NIS-lncRNA* siRNA and AAV5-*Elf1* (Figure 4, I and J, and Supplemental Figure 10, A–D). As expected, neither siRNA nor virus changed basal paw withdrawal responses on the contralateral side (Supplemental Figure 10, E–G, and Supplemental Figure 11, E–G) or locomotor function (Supplemental Table 1). Given that *Elf1* mRNA was coexpressed with *NIS* V1 and V2 in individual small, medium, and large DRG neurons (Supplemental Figure 12), our findings suggest that nerve injury–induced *NIS-lncRNA* upregulation is attributable, at least in part, to an increase of ELF1 expression in injured DRGs.

### Blocking upregulated DRG NIS-lncRNA alleviates neuropathic pain.

Does the upregulated *NIS-lncRNA* in injured DRGs contribute to neuropathic pain? To this end, we first examined whether blocking DRG *NIS-lncRNA* upregulation affected the development of nerve injury–induced nociceptive hypersensitivity. *NIS-lncRNA* siRNA that significantly knocked down *NIS-lncRNA* and its 2 variants in in vitro–cultured DRG neurons (Supplemental Figure 13A) was microinjected into unilateral L3/4 DRGs 4 days before CCI or sham surgery in male mice. The CCI (not SNL) model was chosen because the mice were subjected to 2 surgeries at a 4-day interval. This microinjection not only blocked the CCI-induced increase in the levels of *NIS* V1 and V2 in the ipsilateral L3/4 DRGs on day 5 after CCI (Figure 5A) but also ameliorated the CCI-induced mechanical, heat, and cold nociceptive hypersensitivities on the ipsilateral side on days 3 and 5 after CCI (Figure 5, B–D). Microinjection of the control scrambled siRNA did not display these effects (Figure 5, B–D). After DRG microinjection of either siRNA, no changes were observed in basal levels of *NIS* V1 and V2 in the ipsilateral L3/4 DRGs of sham-operated mice, nor in basal mechanical, heat, or cold responses on the contralateral side of CCI mice and on both sides of sham-operated mice (Figure 5, A–D, and Supplemental Figure 13, B and C). Results were similar in CCI male mice microinjected with specific *NIS* V1 siRNA or V2 siRNA 4 days before surgery (Supplemental Figure 14, A–L). Locomotor function was normal in these treated mice (Supplemental Table 1).

siRNA may have potential off-target effects. To further confirm the role of DRG *NIS-lncRNA* in neuropathic pain, we generated *NIS-lncRNA^fl/fl^* mice (Supplemental Figure 15) and found that microinjection of AAV5-*Cre*, but not AAV5-*Gfp*, into the ipsilateral L3/4 DRGs of male mice 35 days before surgery blocked the CCI-induced increases in the levels of *NIS* V1 and V2 in the ipsilateral L3/4 DRGs 14 days after CCI (Figure 5E). This microinjection also mitigated development of the CCI-induced mechanical, heat, and cold nociceptive hypersensitivities on the ipsilateral side from day 3 to day 14 after CCI (Figure 5, F–I). Basal paw withdrawal responses on the ipsilateral side of sham *NIS-lncRNA^fl/fl^* mice with DRG microinjection of AAV5-*Cre* were not altered during the observation period (Figure 5, F–I), although there was a tendency toward decreased basal levels of *NIS* V1 and V2 in the ipsilateral L3/4 DRGs of these mice (Figure 5E). The role of DRG *NIS-lncRNA* upregulation in the maintenance of neuropathic pain was also examined. Given that AAV5-*Cre* requires 3–4 weeks to become expressed (23, 24), *NIS-lncRNA^fl/fl^* male mice were subjected to CCI 14 days after DRG viral microinjection. As expected, mechanical, heat, and cold nociceptive hypersensitivities on the ipsilateral side were completely developed in AAV5-*Cre*–microinjected *NIS-lncRNA^fl/fl^* mice on day 7 after CCI (Figure 5, J–M). These nociceptive hypersensitivities were significantly attenuated from day 14 to day 28 after CCI (Figure 5, J–M). Moreover, stimulation-independent spontaneous ongoing pain 28 days after CCI was also markedly diminished in the AAV5-*Cre*–microinjected *NIS-lncRNA^fl/fl^* mice (Figure 5N). Similar results were observed in CCI female and SNL male *NIS-lncRNA^fl/fl^* mice with DRG AAV5 microinjection (Supplemental Figure 16, A–H, and Supplemental Figure 17, A–I). Additionally, DRG microinjection of AAV5-*Cre* into the ipsilateral L4 DRG of *NIS-lncRNA^fl/fl^* mice reduced SNL-induced dorsal horn neuronal/glial hyperactivities as indicated by the abolition of SNL-induced increases in the phosphorylation of extracellular signal–regulated kinase 1 and 2 (p-ERK1/2, a marker for neuronal hyperactivation) and glial fibrillary acidic protein (GFAP, a marker of astrocyte hyperactivation) in the ipsilateral L4 dorsal horn 14 days after SNL (Supplemental Figure 17J).

DRG microinjection may lead to cell damage, although the injected DRG retained its structural integrity and exhibited no changes in the number of cells (23, 24). To exclude the possibility that the behavioral effects observed above were caused by tissue damage, we examined SNL-induced nociceptive hypersensitivities in male mice with conditional *NIS-lncRNA* knockdown (*NIS* KD), which were generated by cross-breeding of *NIS-lncRNA^fl/fl^* female mice with sensory neuron–specific *Advillin^Cre/+^* male mice. Like AAV5-*Cre*–injected mice, *NIS-*KD mice displayed the attenuation in the SNL-induced increases of *NIS* V1 and V2 in the ipsilateral L4 DRG 14 days after SNL and the impaired mechanical, heat, and cold nociceptive hypersensitivities on the ipsilateral side from day 3 to day 14 after SNL (Supplemental Figure 18, A–E). Basal responses on the contralateral side of SNL/CCI mice and on both sides of sham-operated mice were not altered in the virus-microinjected mice or genetic-KD mice (Figure 5, F–M, and Supplemental Figure 18, A–K). All microinjected/KD mice exhibited normal locomotor activity (Supplemental Table 1).

Taken together, our findings strongly suggest that upregulated *NIS-lncRNA* in injured DRGs is required for neuropathic pain development and maintenance.

### Mimicking nerve injury–induced DRG NIS-lncRNA upregulation produces nociceptive hypersensitivity.

We then asked whether DRG *NIS*-*lncRNA* upregulation was sufficient for nerve injury–induced nociceptive hypersensitivity. To this end, we microinjected AAV5 expressing the full-length *NIS* V1 (AAV5-*V1*) or V2 (AAV5-*V2*) into unilateral L3/4 DRGs of native male mice. AAV5-*Gfp* was used as a control. As expected, levels of *NIS* V1 and V2 were significantly increased in injected DRGs 8 weeks after viral microinjection (Figure 6A). DRG microinjection of either AAV5-*V1* or AAV5-*V2* led to increases in paw withdrawal frequencies in response to mechanical stimuli and decreases in paw withdrawal latencies in response to heat or cold stimulation on the injected side (Figure 6, B–E). These behavioral changes occurred between 2 and 4 weeks after microinjection and lasted for at least 8 weeks (Figure 6, B–E). Neither viral microinjection altered basal paw withdrawal responses on the noninjected side (Supplemental Figure 19, A–C) and locomotor function (Supplemental Table 1). DRG microinjection of either AAV5-*V1* or AAV5-*V2* also produced stimulation-independent spontaneous ongoing pain 8 weeks after microinjection (Figure 6, F and G). Neuronal and astrocyte hyperactivities indicated by robust increases in the levels of p-ERK1/2 and GFAP, respectively, were also detected in the ipsilateral L3/4 dorsal horn 8 weeks after microinjection (Figure 6H). Similar results were seen in female mice with DRG microinjection of AAV5-*V1* or AAV5-*V2* (Supplemental Figure 20). These findings indicate that, in the absence of nerve injury, DRG *NIS-lncRNA* upregulation likely produces neuropathic pain–like symptoms.

### Upregulated NIS-lncRNA is responsible for the nerve injury–induced Ccl2 activation in injured DRGs.

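The RNA sequencing compared microinjected DRGs of male mice in 2 groups. DRGs of 3 libraries received AAV5-*Gfp*, an adeno-associated virus expressing green fluorescent protein, and those of the other 3 received AAV5-*V1* and AAV5-*V2* mixed together (AAV5-*V1+V2*), which express the transcript variants of *NIS-lncRNA*. The paper places the analysis 4 weeks after microinjection, whereas the text deposited with the data also gives tissue collection at 5 weeks. Stranded libraries were made from total RNA. The authors deposited the number of reads counted on each gene symbol, without normalization. The paper's text does not name the aligner, the annotation, the test or the threshold. It refers to Supplemental Methods for detail, which were not available here. Total counts were 32779221, 34764282, and 32618252 for AAV5-*Gfp* replicates 1, 2, and 3, and 32025612, 32323352, and 34228594 for AAV5-*V1+V2* replicates 1, 2, and 3. The mitochondrial ribosomal RNA *mt-Rnr2* held between 9.18% and 10.2% of the counts of each library. All 6 libraries had at most 1 count of *Xist* and between 2296 and 2767 counts of the Y-linked gene *Ddx3y*. From the counts, genes were filtered by expression, normalized by edgeR's TMM method, and compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 as the threshold. The test covered 18593 of 48440 rows. Standard errors of log2 fold changes were computed from the coefficient and its F statistic. Each group differed in the virus preparation as well as in the transcripts it carried, which the design does not separate. The interval on chromosome 5 that the paper gives for *NIS-lncRNA*, 73380545 to 73392775, matches the end of the RefSeq gene Gm34583 (73370915 to 73392775, lncRNA) in GRCm38. GENCODE M21 places Gm34583 on the plus strand from 73380560 to 73391102, as a transcribed processed pseudogene. Its transcript ENSMUST00000202537.1 has exon 1 at 73380560 to 73380852 and exon 2 at 73381266 to 73381423. Gm34583 itself was not among the symbols analysed here, and the overexpression was therefore not checked from that gene.

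**Figure D1:**
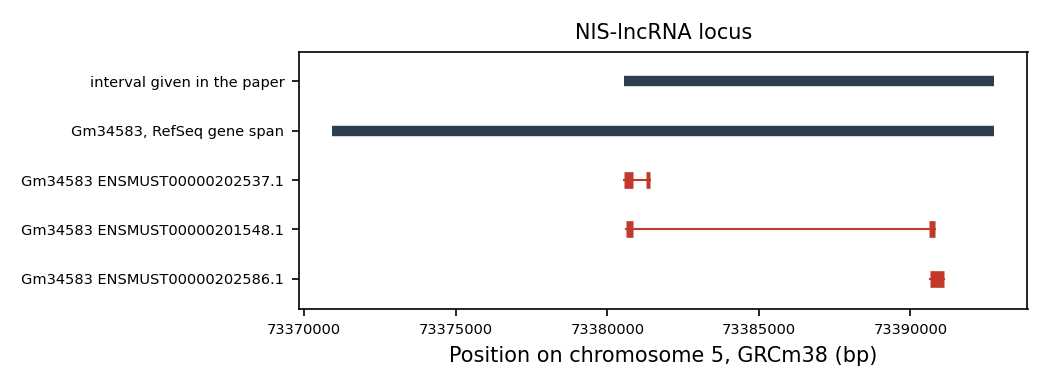
Position on chromosome 5 (GRCm38, bp) of the interval given in the paper, the RefSeq span of Gm34583, and its GENCODE M21 transcripts, with exons as thick bars and introns as lines. The interval and the RefSeq gene both end at 73392775.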

To elucidate the mechanism by which DRG *NIS-lncRNA* upregulation participates in neuropathic pain, we performed high-throughput RNA sequencing to identify the downstream targets regulated by *NIS-lncRNA* in injured DRGs of male mice. 

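Between AAV5-*V1+V2* and AAV5-*Gfp* DRGs, 1872 genes were higher and 980 were lower in AAV5-*V1+V2*, of 18593 tested (adjusted p under 0.05 from edgeR's quasi-likelihood test). The median log2 fold change was 1.20 among the higher genes and -0.56 among the lower ones, and -0.0003 over all genes tested. Requiring also a 2-fold change left 1052 higher and 47 lower genes. For all of the higher and lower genes, every library of one group lay beyond every library of the other. Such separation was seen for 45.4% of the genes tested, where chance gives 10%. The counts moved most when a library was left out. Without AAV5-*Gfp* replicate 2, 12 genes were higher and 0 were lower, although 2916 and 2029 had an unadjusted p under 0.05. Without AAV5-*V1+V2* replicate 3, the numbers were 2474 and 1446. The genes with the largest rise among the higher genes with a mean of at least 1 log2 CPM were 8 variable genes of immunoglobulins, a family of near-identical copies whose reads the counting could have split. All 8 had at most 3 counts in every AAV5-*Gfp* library, so their folds are lower bounds. A heavy-chain variable gene on chromosome 12 of GRCm38, from 115802648 to 115803080, had 3227, 614, and 1204 counts in AAV5-*V1+V2* replicates 1, 2, and 3 and was at least 551-fold higher. A light-chain variable gene on chromosome 6, from 69184826 to 69185397, was at least 59.1-fold higher. *Igkv17-121* was at least 88.2-fold higher, *Igkv6-13* at least 75.2-fold, *Ighv2-2* at least 172-fold, *Ighv1-64* at least 149-fold, *Igkv3-2* at least 205-fold, and *Ighv2-5* at least 116-fold. Of these 8 limits, 6 fell by over 1.5 times when 1 library was left out. The limit was 13.0-fold for *Ighv2-5* and 77.8-fold for *Igkv3-2* without AAV5-*V1+V2* replicate 3. Leaving out AAV5-*V1+V2* replicate 1, it was 292-fold for the heavy-chain gene on chromosome 12, 56.0-fold for *Igkv17-121*, 23.3-fold for *Igkv6-13*, and 93.4-fold for *Ighv2-2*. The other 2 limits moved by less than 1.5 times without any 1 of the 3 libraries. The genes with the largest fall, by the same criteria, were *Gm10718* (log2 fold change -1.31, standard error 0.31), *Kcnj6* (-1.18, standard error 0.17), *Ckmt2* (-1.10, standard error 0.29), and a gene named after a genomic clone, without an entry in GENCODE M21 (-1.08, standard error 0.20). Their adjusted p-values from the same edgeR test with Benjamini-Hochberg adjustment were 0.0342, 0.0144, 0.0459, and 0.0198, and none of the 4 passed without AAV5-*Gfp* replicate 2 or without replicate 3, where 0 genes were lower. Of 23 alternative analyses, *Ckmt2* lost the threshold in 10, *Gm10718* in 5, the gene named after a clone in 4, and *Kcnj6* in 2. With the replicate number as a block in edgeR's test, *Ckmt2* had an adjusted p of 0.0646. Within each group, *Ckmt2* was lowest where a list of skeletal muscle genes was lowest. It was at 2.26 CPM in AAV5-*Gfp* replicate 1 and 1.17 CPM in AAV5-*V1+V2* replicate 3. The list medians there were -2.07 and -3.04 (log2, relative to the AAV5-*Gfp* mean). Across groups, AAV5-*V1+V2* replicate 1 broke this order, at 2.04 CPM with the list at 0.20. Whether muscle in the dissected tissue contributed was not tested. *Gm10718* lies on chromosome 9, from 3023547 to 3025218, beside predicted genes with similar names, and its counts are uncertain where these share reads.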

The unbiased gene expression database showed about 816 upregulated and 4 downregulated genes in microinjected DRGs 4 weeks after microinjection of a mixture of AAV5-*V1* and AAV5-*V2* (data not shown). Our previous RNA sequencing database revealed that SNL upregulated approximately 5869 genes and downregulated about 5294 genes in injured DRGs (22). We found about 484 upregulated genes overlapped between 2 databases (Supplemental Figure 21A). They are notably enriched for the immune response/process (Supplemental Figure 21B).

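The SNL database was not analysed here, so the following values describe the microinjected DRGs alone, and not the overlapped genes. In place of ontology terms, 8 lists of immune marker genes were tested. The median log2 fold change between AAV5-*V1+V2* and AAV5-*Gfp* was 3.54 for B and plasma cell genes, 2.66 for T and natural killer cell genes, 2.36 for antigen presentation, 2.18 for chemokines and cytokines, 1.71 for macrophages and monocytes, 1.63 for complement, 1.06 for the interferon response, and 0.84 for neutrophils. In each of the 8 lists, the median of every AAV5-*V1+V2* library was above that of every AAV5-*Gfp* library. Of the 152 immune genes tested, 118 were higher with an adjusted p under 0.05 over all genes tested and 0 were lower, with 0 lower at an unadjusted p under 0.05. By list, 12 of 12 B and plasma cell genes, 20 of 20 antigen presentation genes, 19 of 21 T and natural killer cell genes, 21 of 24 macrophage genes, 13 of 14 complement genes, 17 of 23 chemokines and cytokines, 17 of 28 interferon response genes, and 2 of 13 neutrophil genes were higher. Adjusted over the list alone, these numbers were 12, 20, 21, 23, 14, 21, 21, and 10. Of the 118 genes, at most 12 could pass without AAV5-*Gfp* replicate 2 and at most 15 without replicate 3. These are the numbers of all genes higher in those fits. All 8 lists passed an adjusted p under 0.05 over 20 lists in camera with a preset inter-gene correlation of 0.01. With fry, 6 of the 8 passed, without the interferon response (adjusted p = 0.0665) and neutrophils (adjusted p = 0.176). With the correlation estimated from the 6 libraries, 0 passed, and the smallest adjusted p was 0.276. At an unadjusted p under 0.05, 2 of the 20 lists passed in that test. In camera, 7 of the 10 ways to split the 6 libraries into 3 and 3 gave as many lists as the 13 of the real split, whereas fry gave 9 lists for the real split and 0 for each other split. At an unadjusted p under 0.05, fry gave 11 lists for the real split and from 0 to 2 for the others. Every other split mixed the groups unevenly, which kept part of their difference and widened the spread within each side. Neither number therefore shows what these tests would give without a difference. *Jchain*, which encodes the joining chain of immunoglobulins, rose from 2.14 ± 1.52 CPM (SD, n = 3) to 181 ± 12.5 CPM (SD, n = 3). *C3* had a log2 fold change of 4.06 (standard error 0.53) and *Cd4* of 3.33 (standard error 0.42), with an adjusted p under 0.05. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both had an adjusted p of 0.0815 without AAV5-*Gfp* replicate 2 and of 0.0875 without replicate 3. Without AAV5-*V1+V2* replicate 1, the library with the largest rise, the median over all immune genes was 1.499, that of neutrophils was 0.42, that of the interferon response was 0.70, that of B and plasma cell genes was 2.94, and *C3* was at 3.39. Leaving out AAV5-*Gfp* replicate 1 moved the median of T and natural killer cell genes to 3.41 and *Jchain* to a log2 fold change of 7.16, from 6.41. From the overlapped genes the paper states an enrichment for the immune response.

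**Figure D2:**
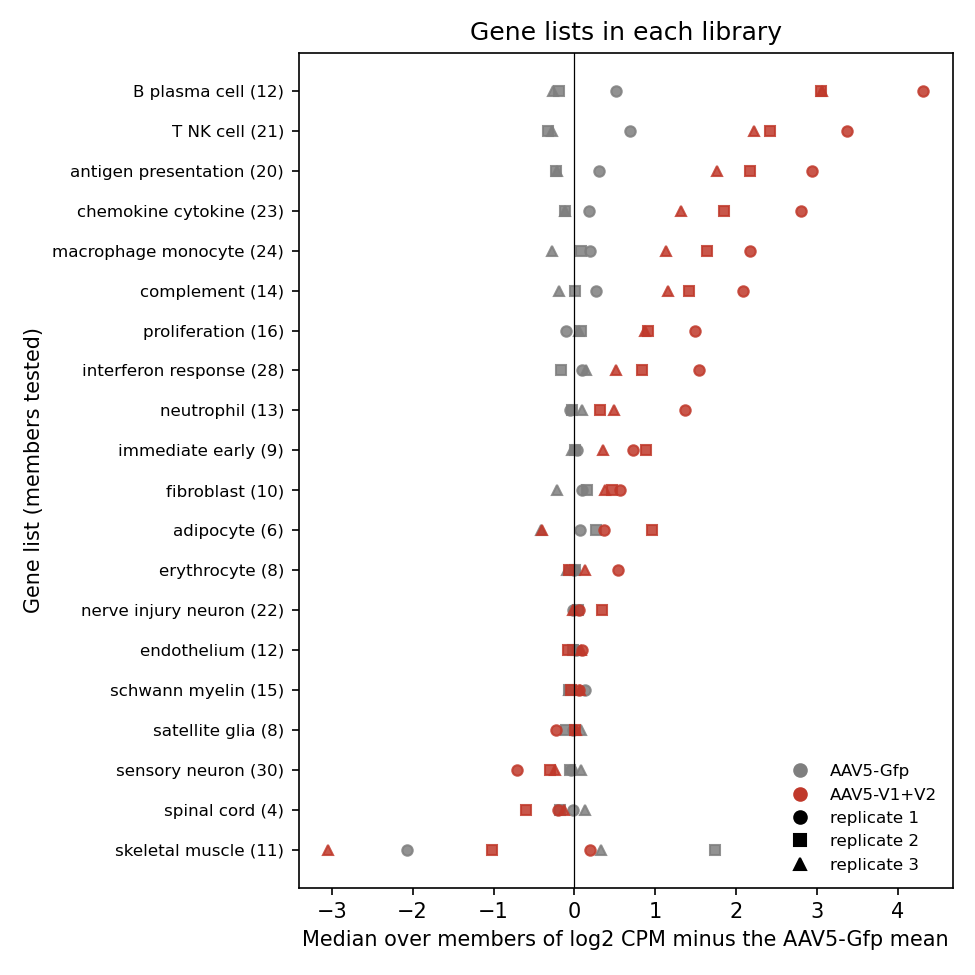
Median over the members of each gene list of log2 CPM minus the AAV5-*Gfp* mean (x axis, log2), for each library, with the number of members tested in brackets. Grey symbols are AAV5-*Gfp* and red symbols AAV5-*V1+V2*, and the shape gives the replicate. The B and plasma cell list reaches 4.31 in AAV5-*V1+V2* replicate 1 and 3.05 and 3.06 in replicates 2 and 3.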

The chemokine *Ccl2* mRNA, one most striking gene among these overlapped genes, is a key player in neuropathic pain (11, 13). 

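*Ccl2* lies on chromosome 11 of GRCm38 from 82035571 to 82037453, on the plus strand, and the transcript ENSMUST00000000193.5 has 3 exons. It was counted at 39, 20, and 21 reads in AAV5-*Gfp* replicates 1, 2, and 3, and at 139, 102, and 43 reads in AAV5-*V1+V2* replicates 1, 2, and 3. After TMM normalization this was 0.819 ± 0.340 CPM (counts relative to library size, SD, n = 3) with AAV5-*Gfp* and 2.85 ± 1.497 CPM (SD, n = 3) with AAV5-*V1+V2*. The log2 fold change was 1.79 (standard error 0.48, adjusted p = 0.0470 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every AAV5-*V1+V2* library was above every AAV5-*Gfp* library, but AAV5-*V1+V2* replicate 3, at 1.25 CPM, was close to AAV5-*Gfp* replicate 1, at 1.21. An exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. The direction held in each of the 23 alternatives tried, with log2 fold changes from 1.40 to 2.18, and adjusted p-values from 0.00253 to 0.160. The adjusted p was over 0.05 in limma-voom (0.0837) and in 5 of the 6 fits that each left out one replicate. Only the fit without AAV5-*V1+V2* replicate 3 kept it under 0.05 (0.00987, by edgeR's test). By log2 fold change, *Ccl2* ranked 615 of the 1872 higher genes. Of the 17 higher genes of the chemokine and cytokine list, 13 had a larger log2 fold change, among them *Cxcl13* (5.64, standard error 0.71) and *Ccl8* (3.91, standard error 0.53). *Cxcl13* had 25, 2, and 1 counts in AAV5-*Gfp* replicates 1, 2, and 3, and leaving out replicate 1 moved its log2 fold change to 8.20. Neither *Cxcl13* nor *Ccl8* passed the threshold without AAV5-*Gfp* replicate 2 (log2 fold changes 5.13 and 3.59) or without replicate 3 (5.13 and 3.79). *Ccr2*, the receptor of CCL2, had a log2 fold change of 1.80 (standard error 0.37, adjusted p = 0.0248 from the same edgeR test). It did not pass without AAV5-*Gfp* replicate 1 (adjusted p = 0.0696 by edgeR's test), replicate 2 (0.0919), or replicate 3 (0.111). The paper singles out *Ccl2* as most striking among the genes upregulated both here and by SNL, and cites its key role in neuropathic pain. It goes on to measure *Ccl2* in cultured DRG neurons and in mice. From those experiments (Figure 7) the paper proposes a part of upregulated *NIS-lncRNA* in the transcriptional activation of *Ccl2* by nerve injury.

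**Figure D3:**
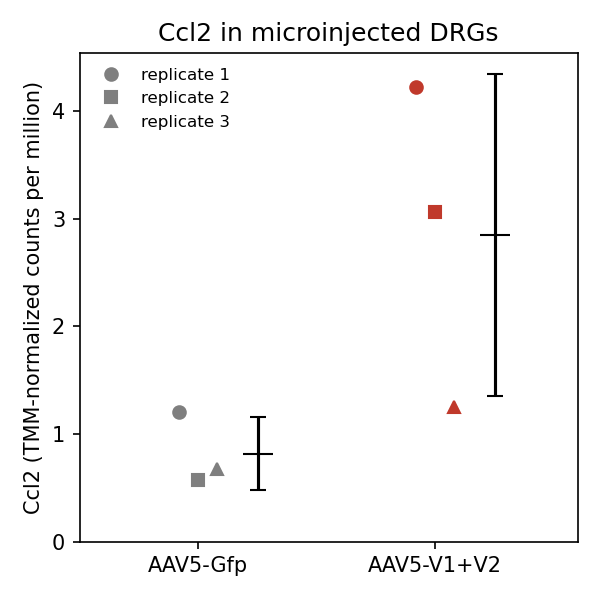
*Ccl2* in TMM-normalized CPM (y axis, from 0) in each library of AAV5-*Gfp* (grey) and AAV5-*V1+V2* (red), with the shape giving the replicate. The bars show the mean and SD of each group, 0.819 ± 0.340 and 2.85 ± 1.497.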

Overexpression of *NIS* V1 and V2 through transduction of AAV5-*V1* and AAV5-*V2*, respectively, into the cultured DRG neurons significantly increased the level of *Ccl2* mRNA (Figure 7A). Consistent with previous reports (11, 13), SNL increased the amounts of *Ccl2* mRNA and CCL2 protein in the ipsilateral L4 DRG of male mice from 3 to 14 days after SNL (Figure 7, B and C). SNL- or CCI-induced increases of *Ccl2* mRNA and CCL2 protein were markedly blocked in the ipsilateral L4 DRG of male or female *NIS-lncRNA^fl/fl^* mice with DRG microinjection of AAV5*-Cre*, but not AAV5-*Gfp* (Figure 7, D and E, and Supplemental Figure 22A). Conversely, DRG overexpression of *NIS* V1 through microinjection of AAV5-*V1* into unilateral L3/4 DRGs of male mice treated with control scrambled siRNA not only produced the enhanced paw withdrawal responses to mechanical, heat, and cold stimuli on the ipsilateral (not contralateral) side (Figure 8, A–D, and Supplemental Figure 23, A–C), but also elevated the levels of *Ccl2* mRNA and CCL2 protein in the ipsilateral L3/4 DRGs (Figure 7, F and G). Similar changes were detected in female mice with DRG microinjection of AAV5*-V1* or AAV5*-V2* (Supplemental Figure 20 and Supplemental Figure 22B). DRG microinjection of *Ccl2* siRNA or intraperitoneal administration of the CCR2 antagonist CCR2-RA-[R] given on day 35 after AAV5-*V1* microinjection blocked these augmented behavioral responses (Figure 7, F and G, and Figure 8, A–H). Furthermore, DRG overexpression of ELF1 through DRG microinjection of AAV5-*Elf1* also increased the amounts of *Ccl2* mRNA and CCL2 protein in injected DRGs of the male mice treated with control scrambled siRNA (Figure 7, H and I). These increases were significantly attenuated through DRG microinjection of *NIS-lncRNA* siRNA 35 days after AAV5-*Elf1* microinjection (Figure 7, H and I). Taken together, our evidence indicates that upregulated *NIS-lncRNA* likely participates in nerve injury–induced transcriptional activation of the *Ccl2* gene in injured DRGs.

### Mimicking nerve injury–induced DRG NIS-lncRNA upregulation increases CCL2-mediated DRG neuronal excitability.

Given that CCL2 excites DRG neurons (16), we further examined whether mimicking nerve injury–induced DRG *NIS-lncRNA* upregulation altered CCL2-mediated DRG neuronal excitability. Whole-cell current-clamp recording was carried out in acutely disassociated neurons from the ipsilateral L3/4 DRGs 4–5 weeks after microinjection of AAV5-*Gfp* (*Gfp*) alone or a mixed viral solution of AAV5–*NIS-lncRNA* V1 and AAV5-*Gfp* (*NIS*) into the unilateral L3/4 DRGs of wild-type (WT) or *Ccl2-*knockout (KO) male mice (Figure 9, A and B). Only green DRG neurons were recorded (Supplemental Figure 24A). As expected, the enhancements in response to mechanical, heat, and cold stimuli on the ipsilateral (but not contralateral) side from the *NIS*-microinjected WT mice were impaired in the *NIS-*microinjected *Ccl2-*KO mice (Figure 8, I–L, and Supplemental Figure 23, D–F). Compared with the *Gfp*-microinjected WT mice, small, medium, and large DRG neurons from the *NIS*-microinjected WT mice showed depolarization by 5.1, 4.5, and 3.6 mV, respectively, in resting membrane potentials (Figure 9C) and reductions by 49%, 43%, and 36%, respectively, in the rheobase (Figure 9D and Supplemental Figure 24B). Moreover, small, medium, and large DRG neurons from the *NIS*-microinjected WT mice also exhibited increases in the number of action potentials evoked by injected currents compared with those in the *Gfp*-microinjected WT mice (Figure 9, E–H). However, these changes were not observed in small, medium, and large DRG neurons from the *NIS-*microinjected *Ccl2-*KO mice (Figure 9, C–H). No marked changes in membrane input resistance and other action potential parameters, such as threshold, amplitude, overshoot, or afterhyperpolarization amplitude, were seen among 3 microinjected groups (Supplemental Table 2). In addition, a significant increase in the frequency of spontaneous activity was observed in small and medium, but not large, DRG neurons from the *NIS*-microinjected WT mice (Figure 9, I and J). These increases were also markedly attenuated in the *NIS*-microinjected *Ccl2-*KO mice (Figure 9, I and J). Together, these findings indicate that CCL2 may mediate the *NIS-lncRNA* upregulation–induced increase in DRG neuronal excitability.

### FUS mediates NIS-lncRNA upregulation–induced Ccl2 expression in injured DRGs after nerve injury.

Finally, we addressed how the *Ccl2* gene was transcriptionally activated by *NIS-lncRNA* in injured DRGs under neuropathic pain conditions. RNA-binding proteins participate in RNA transcription (25). To search for *NIS-lncRNA–*binding proteins, we designed specific sense RNA probes for *NIS* V1 and V2, respectively, and identified *NIS-lncRNA*–binding proteins using the comprehensive identification of RNA-binding proteins by mass spectrometry (ChIRP-MS) assay. We found that *NIS* V1 and V2 interacted with 409 and 600 proteins, respectively, of which 130 proteins were overlapped, in the cultured DRG neurons (Supplemental Figure 25A). These overlapped proteins are notably enriched for RNA binding (Supplemental Figure 25B). Fused in sarcoma (FUS), an RNA-binding protein (26), appeared to be a most likely binding partner of *NIS-lncRNA* among these overlapped proteins. Indeed, FUS could be pulled down, respectively, by specific *NIS* V1 and V2 sense RNA probes, but not by the corresponding negative control antisense RNA probes, in in vitro–cultured DRG neurons (Figure 10A). Both *NIS* V1 and V2 fragments were immunoprecipitated by anti-FUS antibody (but not normal purified IgG) in in vivo sham DRGs of male mice (Figure 10B). These 2 immunoprecipitated activities were dramatically increased 3.2-fold and 3-fold, respectively, in injured DRGs on day 7 after SNL compared with the corresponding sham groups (Figure 10B). Our findings indicate an increase in the ability of *NIS-lncRNA* to bind to FUS in injured DRGs following peripheral nerve injury.

We further found that FUS overexpression through transduction of AAV5 expressing full-length *Fus* mRNA (AAV5-*Fus*) plus AAV5 expressing control scrambled shRNA (AAV5-*shScr*) into cultured DRG neurons considerably elevated the level of CCL2 (Supplemental Figure 26). However, this elevation did not occur in cultured DRG neurons transduced with AAV5-*Fus* plus AAV5 expressing *Fus* shRNA (AAV5-*shFus*; Supplemental Figure 26), suggesting that this CCL2 elevation is in specific response to FUS overexpression. Moreover, preventing the CCI-induced increase in the level of FUS through DRG *Fus* siRNA microinjection blocked an increase in the amount of CCL2 in injured DRGs on day 5 after CCI and impaired mechanical, heat, and cold nociceptive hypersensitivities on days 3 and 5 after CCI on the ipsilateral side (Figure 10C and Supplemental Figure 27, A–G). DRG overexpression of FUS through DRG microinjection of AAV5-*Fus* (but not AAV5-*Gfp*) significantly elevated the levels of *Ccl2* mRNA and CCL2 protein in microinjected DRGs of the *NIS-lncRNA^fl/fl^* male mice (Figure 10, D and E). However, these elevations were not seen in the *NIS-*KD mice (Figure 10, D and E). The ChIP assay revealed that FUS bound to 3 regions (R4: –196/+5; R7: –589/–399; and R8: –748/–542) of the *Ccl2* gene promoter, as evidenced by the amplification of only these 3 regions (out of 9 regions from –863 to +546) from the complexes immunoprecipitated with anti-FUS antibody in nuclear fraction from sham DRGs (Figure 10, F and G, and Supplemental Figure 28). The binding activities in R7 and R8, but not R4, from injured DRGs of AAV5-*Gfp*–microinjected *NIS-lncRNA^fl/fl^* mice on day 7 after SNL increased 5.4-fold and 3-fold, respectively, compared with those after sham surgery (Figure 10, F and G). These increases were absent in the AAV5-*Cre*–microinjected SNL *NIS-lncRNA^fl/fl^* mice (Figure 10, F and G). The luciferase assay showed that the *Ccl2* gene promoter was significantly activated in in vitro CAD cells cotransfected with full-length *Fus* vector plus control scrambled siRNA, but not with full-length *Fus* vector plus *NIS-lncRNA* siRNA (Figure 10H). Given that *NIS-lncRNA* also bound to R7 of the *Ccl2* gene promoter (Supplemental Figure 29), the evidence indicates that *NIS-lncRNA* may function as a molecular scaffolder to recruit FUS to the *Ccl2* gene promoter to trigger its transcription in injured DRGs after peripheral nerve injury.

Consistently, marked increases in the activities in R7 and R8 of the *Ccl2* gene promoter were seen in in vitro CAD cells cotransfected with control scrambled shRNA plus full-length *NIS* V1 or V2 vector (Supplemental Figure 30). However, these increases were significantly reduced in CAD cells cotransfected with *Fus* shRNA plus full-length *NIS* V1 or V2 vector (Supplemental Figure 30). Furthermore, a significant increase in the amount of *Ccl2* mRNA was detected in cultured DRG neurons cotransduced with AAV5-*shScr* plus AAV5-*V1* or AAV5-*V2*, but not with AAV5-*shFus* plus AAV5-*V1* or AAV5-*V2* (Supplemental Figure 31, A and B). Additionally, DRG microinjection of *Fus* siRNA (but not control scrambled siRNA) blocked the AAV5-*V1*–induced increase in the level of *Ccl2* mRNA and CCL2 protein in injected DRGs on day 5 after microinjection (Supplemental Figure 31, C and D) and blunted the AAV5-*V1*–induced mechanical, heat, and cold nociceptive hypersensitivities on days 3 and 5 after microinjection in male mice (Supplemental Figure 32, A–G). Given that *NIS* V1 and *NIS* V2 were coexpressed with *Fus* mRNA and *Ccl2* mRNA in individual large, medium, and small DRG neurons (Supplemental Figure 12), our data indicate that FUS mediates the *NIS-lncRNA*–promoted increase of *Ccl2* expression in injured DRGs after peripheral nerve injury.

## Discussion

Although peripheral neuropathic pain has been intensively investigated for several decades, how peripheral nerve injury leads to nociceptive hypersensitivity is still elusive. In the present study, we identified a nerve injury–specific lncRNA and reported its upregulation triggered by an elevation of the transcription factor ELF1 in injured DRGs after peripheral nerve injury. This upregulation contributes to the development and maintenance of nerve injury–induced nociceptive hypersensitivity through promoting FUS-triggered *Ccl2* gene expression in injured DRG neurons. Given that DRG CCL2 is required for neuropathic pain genesis (14, 17–19), *NIS-lncRNA* likely is an endogenous initiator of neuropathic pain.

Like other lncRNAs (24, 27), *NIS-lncRNA* could be transcriptionally activated in the DRG neurons after peripheral nerve injury. Under normal conditions, the level of either of the 2 variants of *NIS-lncRNA* was extremely low or undetectable in both mouse and human DRGs. However, their expression was dramatically increased in injured DRGs, but not intact DRGs and ipsilateral spinal cord, in preclinical mouse models of neuropathic pain caused by SNL or CCI. Both models are complementary, as SNL-induced pain results mainly from direct nerve injury (28), whereas CCI-induced pain is initiated primarily by ischemia (29). The increased levels of *NIS* V1 and V2 occurred predominantly in large and medium DRG neurons, although both variants were expressed in all types of DRG neurons. *NIS* V1 and V2 were undetected in satellite cells and macrophages in injured DRGs. Moreover, quantitative analysis of nuclear/cytoplasmic RNA, subcellular fractionation of DRGs, and RNAscope ISH assay showed that both variants were more enriched in the neuronal nucleus than in the cytoplasm. Interestingly, peripheral tissue injury and inflammation did not substantially change basal expression of DRG *NIS-lncRNA*. How transcriptional activation of DRG *NIS-lncRNA* occurs only in a specific response to peripheral nerve injury is still unknown, but our findings strongly suggest that this activation is related to a nerve injury–induced increase in DRG transcription factor EFL1. Whether *Elf1* mRNA, like *NIS-lncRNA*, in injured DRGs responds specifically to nerve injury remains to be determined. Admittedly, other transcription factors that may also be involved in *NIS-lncRNA* upregulation in injured DRGs cannot be excluded. In addition, epigenetic modifications and/or an increase in RNA stability may participate in *NIS-lncRNA* upregulation under neuropathic pain conditions. These possibilities will be investigated in future studies.

FUS participates in the *NIS-lncRNA* upregulation–induced increase in CCL2 expression in injured DRGs. By interacting with proteins, RNA, and DNA, lncRNAs modulate gene expression (21). We showed that nerve injury increased the binding of *NIS* V1/V2 to FUS in injured DRGs. We also demonstrated that FUS interacted with the *Ccl2* gene promoter, triggered *Ccl2* transcriptional activation, and participated in nerve injury–induced increase of DRG CCL2 expression. This transcriptional activation may require the transcription factor EBF1, as interaction of FUS with EBF1 enhanced chromatin opening (30). *NIS-lncRNA* knockdown not only reduced the FUS-triggered *Ccl2* promoter activation and DRG *Ccl2* mRNA/CCL2 protein expression but also blocked the nerve injury–induced increase in binding of FUS to the *Ccl2* promoter in injured DRGs. Given that *NIS-lncRNA* also interacted with the *Ccl2* promoter in the DRG, our findings suggest that *NIS-lncRNA* functions as a molecular scaffolder to recruit FUS to the *Ccl2* promoter. Nerve injury–induced upregulation of *NIS* V1 and V2 may result in their increased binding to FUS, recruiting increased FUS to the *Ccl2* promoter to transcriptionally activate *Ccl2* expression in injured DRGs. This conclusion is further supported by the facts that *NIS* V1/V2–induced activation of the *Ccl2* promoter, increase of DRG *Ccl2* mRNA/CCL2 protein expression, and nociceptive hypersensitivities on the ipsilateral side were attenuated by *Fus* knockdown and that *NIS* V1/V2 coexisted with *Fus* and *Ccl2* mRNAs in individual DRG neurons. Thus, FUS appears to mediate the functional role of *NIS-lncRNA* in nerve injury–induced CCL2 expression in injured DRGs. Our ChIRP-MS assay showed that, in addition to FUS, other RNA-binding proteins also bind to *NIS-lncRNA* in DRGs. Potential contribution of these proteins to *NIS-lncRNA* promotion of CCL2 expression in injured DRGs cannot be ruled out.

Upregulated DRG *NIS-lncRNA* participates in neuropathic pain through promoting *Ccl2* gene expression in injured DRGs. We revealed that blocking nerve injury–induced upregulation of *NIS-lncRNA* through DRG microinjection of *NIS-lncRNA* siRNA in CD1 mice blocked the development of nerve injury–induced hypersensitivity. Likewise, genetic knockdown of DRG *NIS-lncRNA* in *NIS*-KD mice or AAV5-*Cre*–microinjected *NIS-lncRNA^fl/fl^* mice attenuated the increases of *Ccl2* mRNA and CCL2 protein in injured DRGs and impaired development and maintenance of nerve injury–induced nociceptive hypersensitivities in both male and female mice. Mimicking nerve injury–induced DRG *NIS-lncRNA* upregulation through DRG microinjection of AAV5*-V1* or AAV5-*V2* in CD1 male and female mice increased the expression of DRG *Ccl2* mRNA and CCL2 protein, elevated the CCL2-mediated DRG neuronal excitability, and enhanced basal response to noxious stimuli. Moreover, these enhanced nociceptive responses were significantly mitigated after pharmacological inhibition or genetic DRG knockout/knockdown of CCL2. These findings indicate that CCL2 mediates the functional role of *NIS-lncRNA* in neuropathic pain in injured DRGs. Interestingly, DRG *NIS-lncRNA* expression was not altered after peripheral inflammation, whereas *Ccl2* mRNA and CCL2 protein were upregulated in innervating DRGs following induction of osteoarthritis (31). This suggests that the *Ccl2* gene could be regulated through *NIS-lncRNA*–independent mechanisms under inflammatory conditions. It should be noted that, besides CCL2, blocking DRG *NIS-lncRNA* upregulation may affect nerve injury–induced changes in other DRG transcripts. We revealed that at least 484 genes (including *Ccl2*) were upregulated in microinjected DRGs after DRG *NIS-lncRNA* overexpression. Thus, other potential mechanisms by which *NIS-lncRNA* contributes to neuropathic pain cannot be excluded.

Molecular mechanisms underlying neuropathic pain are still incompletely understood. Knockdown or knockout of Nav1.7, Nav1.8, or Nav1.9 in small DRG neurons reduced inflammatory pain, but did not alter neuropathic pain (32–34). The use of diphtheria toxin to selectively ablate most nociceptors (80%) in mouse DRGs did not affect nerve injury–induced mechanical or thermal pain hypersensitivities (35). Interestingly, a nerve injury–induced increase in spontaneous ectopic activity was detected in injured myelinated afferents (but not unmyelinated fibers) and the corresponding medium and large DRG neurons (36, 37). Aβ fibers mediated nerve injury–induced mechanical allodynia (38, 39). The cooling applied on mouse and human peripheral axons induced bursts of action potentials in myelinated A fibers, but not unmyelinated C fibers, after oxaliplatin administration (40). Consistent with this, local knockdown of Nav1.6 expressed mainly in medium and large DRG neurons markedly attenuated CCI- or SNL-induced mechanical hypersensitivity and blocked abnormal spontaneous activity in myelinated neurons of injured DRGs (41). The evidence suggests that the nerve injury–induced increase in excitability of medium and large DRG neurons drives the release of neurotransmitters/neuromodulators from their central terminals and leads to spinal sensitization and enhanced response to peripheral stimuli.

Like *NIS-lncRNA*, *Ccl2* mRNA and CCL2 protein were significantly increased predominantly in large and medium neurons of injured DRG after peripheral nerve injury (11). CCL2 is considered an endogenous initiator of neuropathic pain (17–20) by directly sensitizing nociceptors (15), exciting DRG neurons (15–17), and enhancing glutamate release of primary afferents and postsynaptic glutamate receptor function in the superficial dorsal horn (18, 42). We conclude that the anti-nociceptive effect produced by blocking upregulated DRG *NIS-lncRNA* in neuropathic pain likely results from inactivation of the *Ccl2* gene, silencing of CCL2 protein expression, and reduction of neuronal excitability, particularly in medium and large neurons of injured DRGs. The latter may cause a decrease in the release of primary afferent transmitters/neuromodulators and consequent impairment of spinal cord central sensitization formation. In support of this conclusion, we demonstrated that blocking *NIS-lncRNA* upregulation in injured DRGs diminished nerve injury–induced hyperactivation in dorsal horn neurons and astrocytes.

In conclusion, we demonstrated a *NIS-lncRNA*–triggered mechanism by which *Ccl2* is transcriptionally activated in injured DRGs selectively under neuropathic pain conditions. Given that *NIS-lncRNA* was upregulated in specific response to peripheral nerve injury only in injured DRG neurons and that preventing this upregulation blocked the development and reversed the maintenance of neuropathic pain without affecting basal/acute pain and locomotor function, *NIS-lncRNA* may be a potential target for treatment to alleviate neuropathic pain.

## Methods

A detailed description of the materials and methods used is provided in Supplemental Methods.

The RNA sequencing data sets presented in this study have been deposited in the NCBI Gene Expression Omnibus database (GEO GSE206043).

### Study approval

The Animal Care and Use Committee at Rutgers New Jersey Medical School approved all experimental procedures with animals, which were also consistent with the ethical guidelines of the US National Institutes of Health and the International Association for the Study of Pain. Human DRGs were recovered, in collaboration with LifeCenter, Cincinnati, from deidentified organ donors who gave written informed consent; the procedure was approved by the University of Cincinnati Internal Review Board (IRB#00003152; Study ID 2015-5302).

## Author contributions

YXT conceived the project and supervised all experiments. S Du, SW, XF, BW, and YXT designed the project. S Du, SW, XF, BW, SX, LL, LZ, GG, QM, XG, TB, and HZ carried out molecular, biochemical, morphological, and behavioral experiments. S Du carried out patch clamp recording. A Bunk, FK, and S Davidson collected and cultured human DRGs. TL and HL performed mass spectrometry and data analysis. S Du, SW, XF, BW, SX, LL, JS, A Bekker, and YXT analyzed the remaining data. YXT wrote/edited the manuscript. All authors read and discussed the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
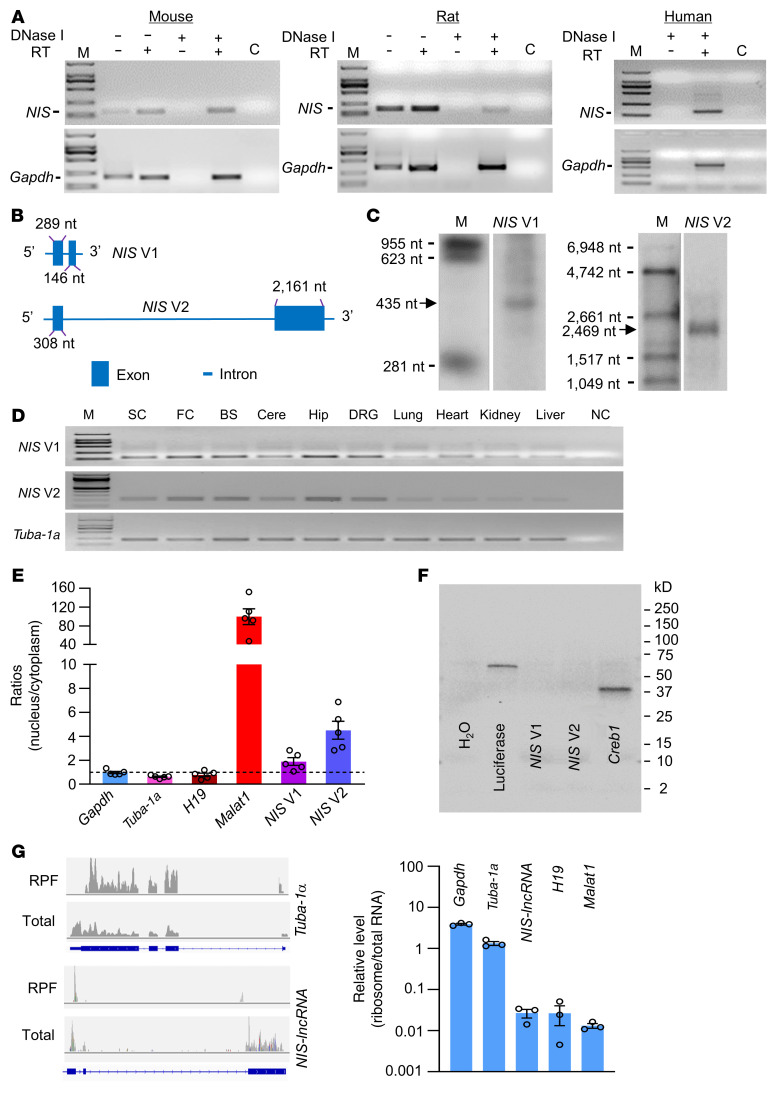
Identification of *NIS-lncRNA* in DRGs. (**A**) *NIS-lncRNA* transcript (*NIS*) in the lumbar DRGs of naive mouse, rat, and human using reverse transcriptase (RT) PCR with strand-specific primers. GAPDH is a control. Lane C: H_2_O. M: DNA ladder marker. *n =* 3 repeats per species. (**B**) Schematic diagrams of full-length *NIS* V1 and V2. (**C**) Northern blot expression analysis of *NIS* V1 and V2 (arrows) in the ipsilateral L4 DRG on day 7 after SNL. M: RNA marker. *n =* 3 repeats (10 mice per repeat). (**D**) *NIS* V1 and V2 transcripts in different tissues of normal mice. SC, spinal cord; FC, frontal cortex; BS, brainstem; Cere, cerebellum; Hip, hippocampus; NC, no-template control. *Tuba-1a* is a loading control. *n =* 3 mice. (**E**) Relative expression ratios of *Gapdh* mRNA, *Tuba-1a* mRNA, *H19*, *Malat1*, and *NIS* V1/V2 in nucleus versus cytoplasm from DRG. *n =* 5 mice. (**F**) In vitro translation of *NIS* V1 and V2 using the Promega Transcend Non-Radioactive Translation Detection Systems. Luciferase and *Creb1* are used as controls for coding RNA. *n =* 3 repeats. (**G**) Ribosome profiling of *NIS-lncRNA* and *Tuba-1a*. The blue rectangles represent their corresponding exons. Signal ratios of ribosome profiling to RNA sequencing (total) for mRNAs (*Gapdh* and *Tuba-1a*) and lncRNAs (*NIS-lncRNA*, *H19*, and *Malat1*). RPF, ribosome-protected fragments. *n =* 3 mice.

**Figure 2:**
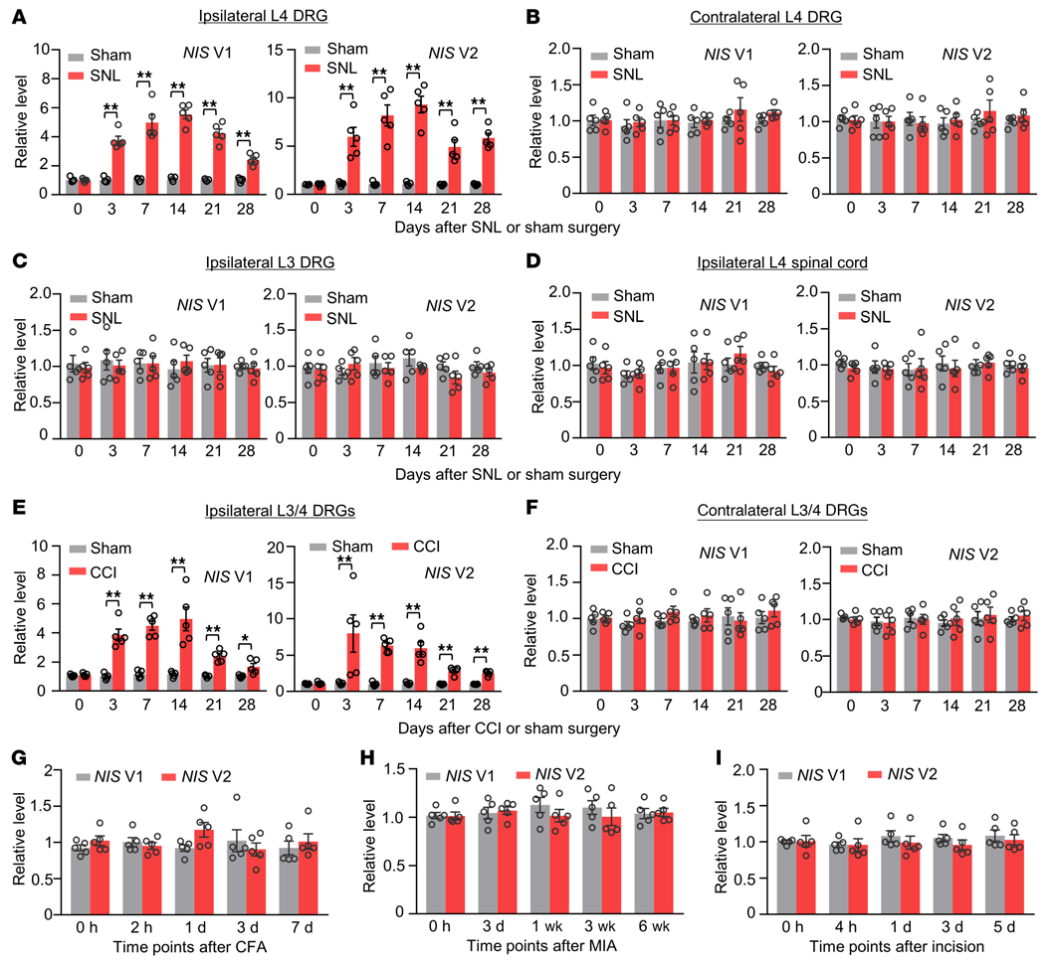
Upregulation of *NIS* V1 and V2 expression in injured DRGs of male mice after peripheral nerve injury. Data: mean ± SEM. (**A**–**D**) Levels of *NIS* V1 and V2 in the ipsilateral and contralateral L4 DRG, ipsilateral L3 DRG, and ipsilateral L4 spinal cord after SNL or sham surgery. *n =* 20 mice per time point per group. **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**E** and **F**) Levels of *NIS* V1 and V2 in the ipsilateral and contralateral L3/4 DRGs after CCI or sham surgery. *n =* 10 mice per time point per group. *P < 0.05, **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**G**–**I**) Levels of *NIS* V1 and V2 in the ipsilateral L3/4 DRGs after unilateral hind-paw injection of complete Freund’s adjuvant (CFA), after unilateral intra-articular injection of sodium monoiodoacetate (MIA), or after unilateral hind-paw incision. *n =* 10 mice per time point per group. One-way ANOVA with post hoc Tukey’s test.

**Figure 3:**
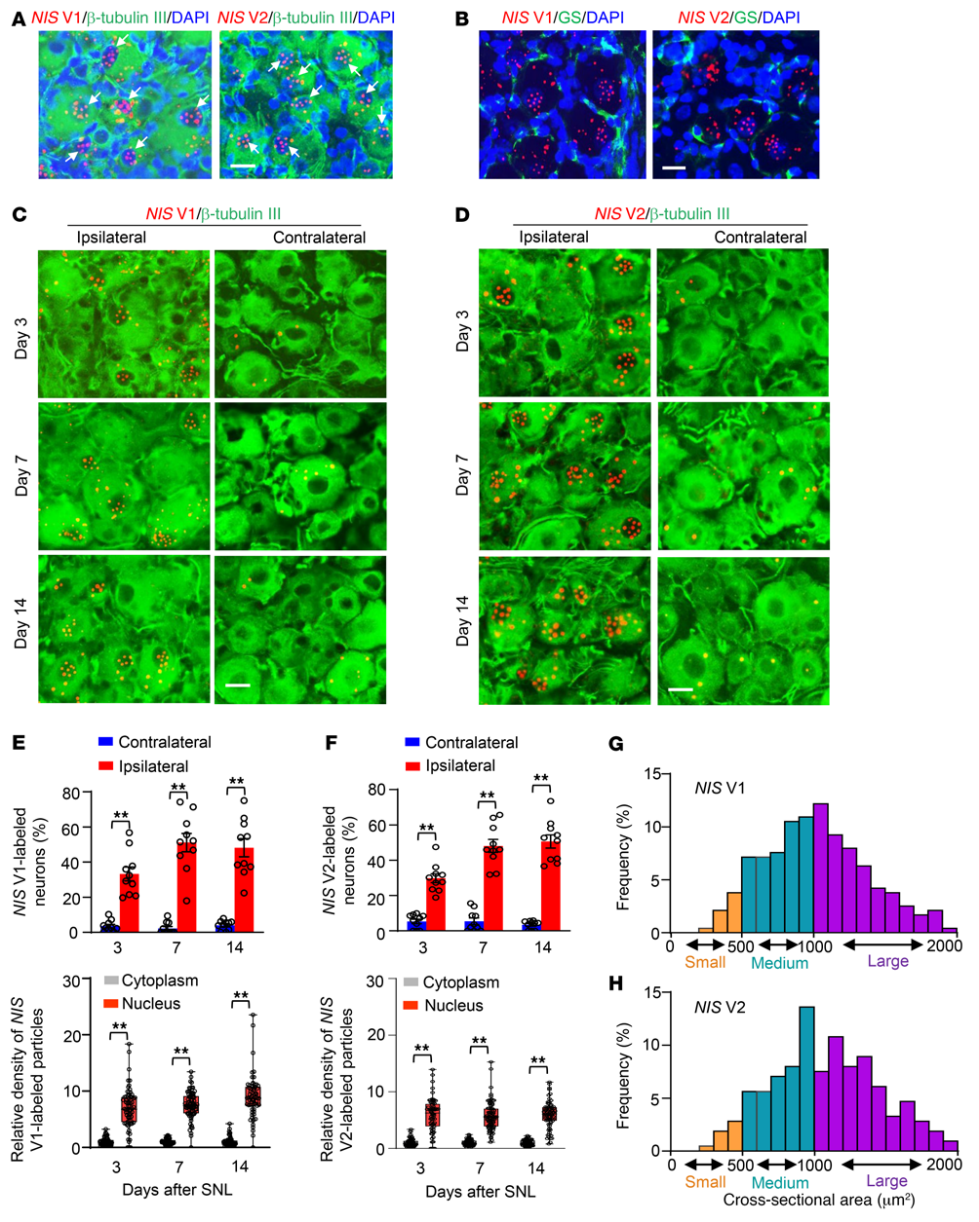
A significant increase in number of *NIS* V1– or V2–labeled neurons in injured DRGs of male mice after SNL. (**A** and **B**) Representative photomicrographs showing that *NIS* V1 (red, left) or V2 (red, right) was coexpressed with neuronal marker β-tubulin III (green) in the cells, but not detected in the satellite cells labeled by glutamine synthetase (GS, green), from the ipsilateral L4 DRG 7 days after SNL. Cellular nuclei are labeled by DAPI (blue). Arrows: signal particles (≥3) in neuronal nuclei. (**C**–**F**) Representative photomicrographs and corresponding statistical analysis. Relative densities of signal particles from 70, 76, and 67 DRG neurons for *NIS* V1 and 68, 82, and 73 DRG neurons for *NIS* V2 on days 3, 7, and 14 after SNL, respectively. Data: mean ± SEM. *n =* 5 mice per time point per group. **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**G** and **H**) Histograms showing the distribution of *NIS* V1– and V2–labeled somas in mouse ipsilateral L4 DRG on day 14 after SNL. *NIS* V1: small, 6%; medium, 43%; large, 51%. *NIS* V2: small, 5%; medium, 40%; large, 55%. *n =* 5 mice. Scale bars: 25 μm.

**Figure 4:**
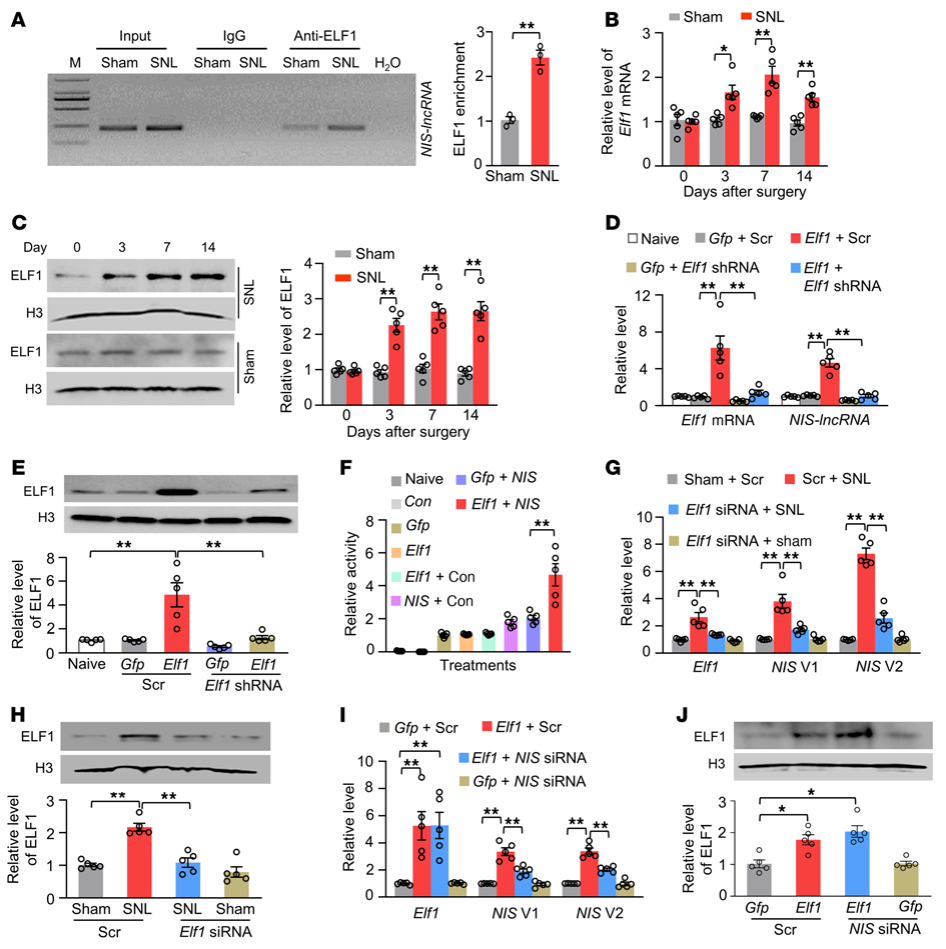
ELF1 triggers *NIS-lncRNA* upregulation in injured DRGs following SNL. Data: mean ± SEM. (**A**) *NIS-lncRNA* gene promoter fragment immunoprecipitated by rabbit anti-ELF1 antibody in the ipsilateral L4 DRG 7 days after surgery. *n =* 36 mice per group. **P < 0.01, by 2-tailed, unpaired Student’s *t* test. (**B** and **C**) Levels of *Elf1* mRNA and ELF1 protein in the ipsilateral L4 DRG after surgery. *n =* 20 mice per time point per group. *P < 0.05, **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**D** and **E**) Levels of *Elf1* mRNA, *NIS-lncRNA*), and ELF1 protein in cultured DRG neurons with transfection as indicated. *Elf1*: AAV5-*Elf1*; *Gfp*: AAV5-*Gfp*; Scr: scrambled shRNA. *n =* 5 repeats per treatment. **P < 0.01, by 1-way ANOVA with post hoc Tukey’s test. (**F**) *NIS-lncRNA* promoter activities in CAD cells transfected as shown. Con: control vector; *Elf1*: vector expressing *Elf1*; *Gfp*, vector expressing *Gfp*; *NIS*: pGL3 reporter vector with *NIS-lncRNA* promoter. *n =* 5 repeats per treatment. **P < 0.01, by 1-way ANOVA with post hoc Tukey’s test. (**G** and **H**) Levels of *Elf1* mRNA, *NIS* V1, and *NIS* V2 and ELF1 protein in the ipsilateral L4 DRG 5 days after surgery in mice with microinjection of scrambled siRNA (Scr) or *Elf1* siRNA 3 days before surgery. *n =* 20 mice per group. **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**I** and **J**) Levels of *Elf1* mRNA, *NIS* V1 and V2, and ELF1 protein in the ipsilateral L3/4 DRGs 7 days after DRG microinjection of *NIS-lncRNA* siRNA (*NIS* siRNA) or scrambled siRNA (Scr) in mice with microinjection of AAV5-*Gfp* (*Gfp*) or AAV5-*Elf1* (*Elf1*) 35 days before siRNA microinjection. *n =* 10 mice per group. *P < 0.05, **P < 0.01, by 1-way ANOVA with post hoc Tukey’s test.

**Figure 5:**
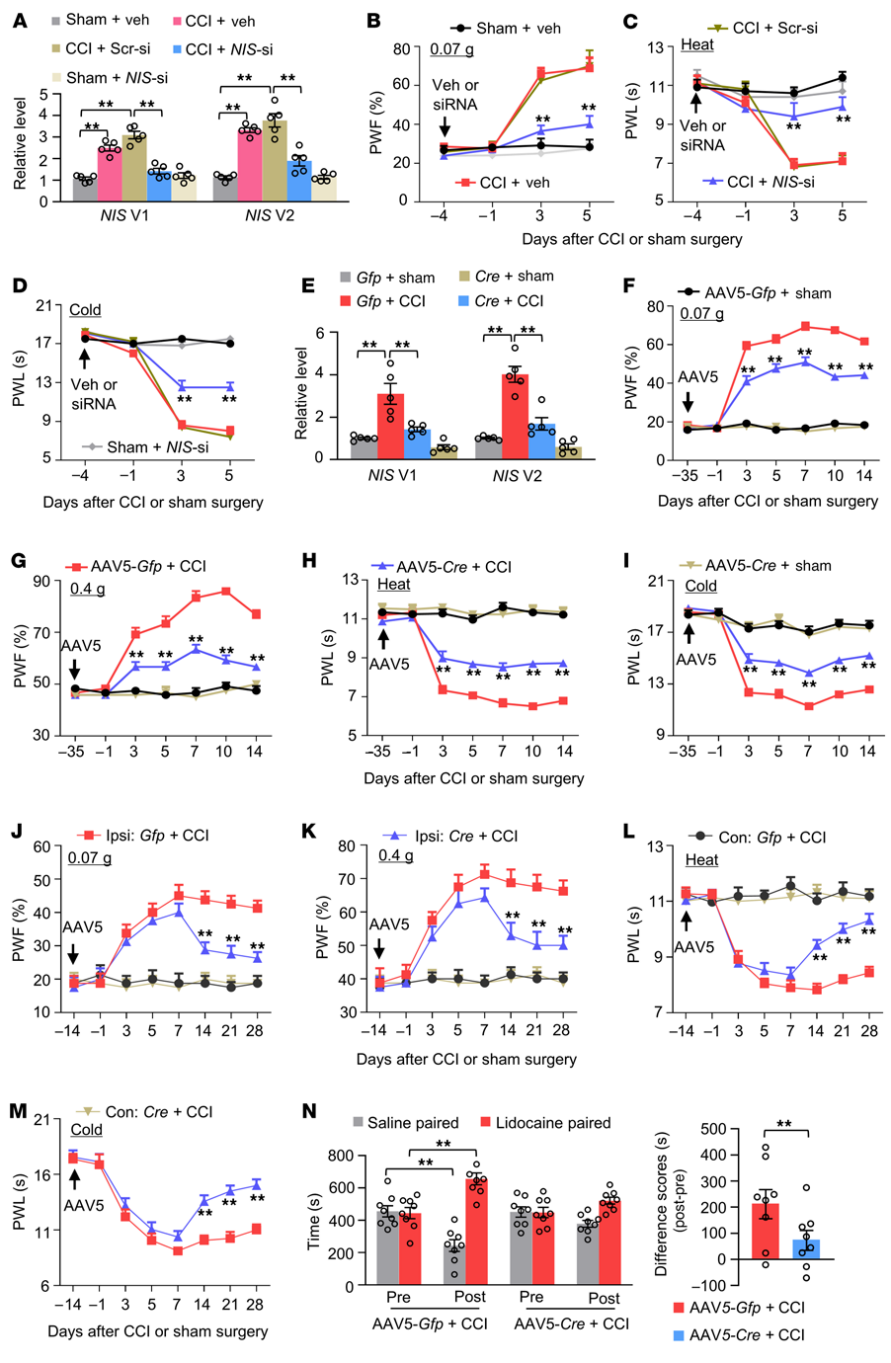
Blocking DRG *NIS-lncRNA* upregulation mitigates neuropathic pain development and maintenance in male mice. Data: mean ± SEM. PWF, paw withdrawal frequency; PWL, paw withdrawal latency. (**A**) Levels of *NIS* V1 and V2 in the ipsilateral L3/4 DRGs 5 days after surgery in mice with microinjection of *NIS-lncRNA* siRNA (*NIS*-si), scrambled siRNA (Scr-si), or vehicle (Veh) into unilateral L3/4 DRGs 4 days before surgery. *n =* 10 mice per group. **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**B**–**D**) Effect of microinjection of *NIS-lncRNA* siRNA, scrambled siRNA, or vehicle on the development of CCI-induced nociceptive hypersensitivity. *n =* 10 mice per group. **P < 0.01 vs. CCI plus vehicle group at the corresponding time points by 3-way ANOVA with repeated measures followed by post hoc Tukey’s test. (**E**) Levels of *NIS* V1 and V2 in the ipsilateral L3/4 DRGs 14 days after surgery in *NIS-lncRNA^fl/fl^* mice with DRG microinjection of AAV5-*Gfp* or AAV5-*Cre* 35 days before surgery. *n =* 10 mice per group. **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**F**–**M**) Effect of microinjection of AAV5-*Gfp* or AAV5-*Cre* into the ipsilateral L3/4 DRGs of *NIS-lncRNA^fl/fl^* mice on the development (**F**–**I**) and maintenance (**J**–**M**) of CCI-induced nociceptive hypersensitivity. *n =* 8–12 mice per group. **P < 0.01 vs. AAV5-*Gfp* plus CCI mice on the ipsilateral side at the corresponding time points by 3-way ANOVA with repeated measures followed by post hoc Tukey’s test. (**N**) Effect of microinjection of AAV5-*Cre* or AAV5-*Gfp* into ipsilateral L3/4 DRGs of *NIS-lncRNA^fl/fl^* mice on spontaneous ongoing pain as assessed by the conditional place preference paradigm 4 weeks after surgery. *n =* 8 mice per group. **P < 0.01, by 3-way ANOVA with post hoc Tukey’s test (left) or 2-tailed, unpaired Student’s *t* test (right).

**Figure 6:**
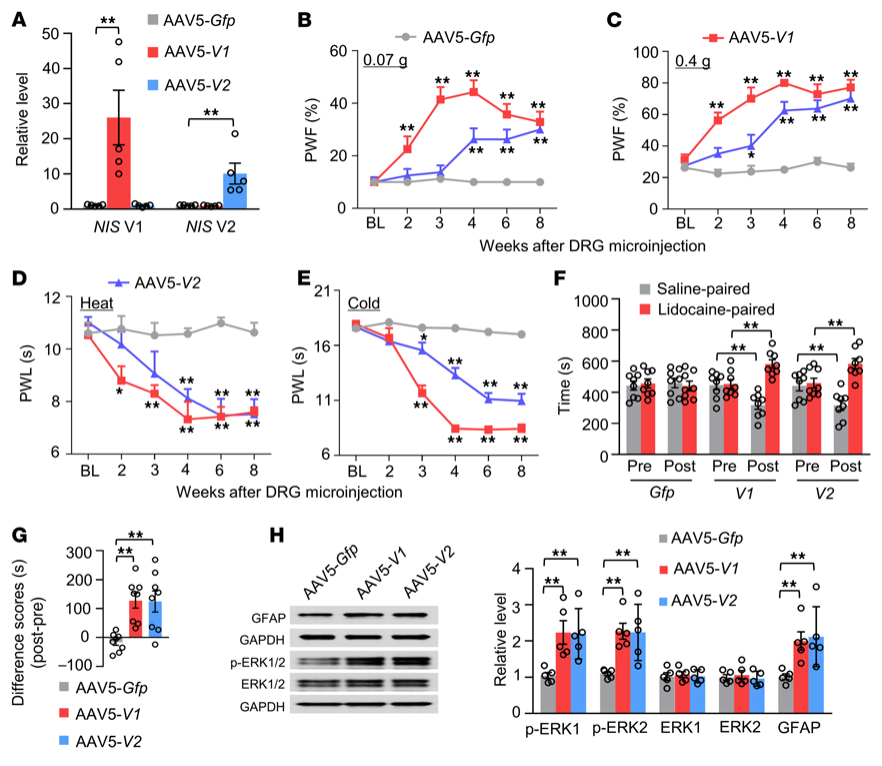
DRG overexpression of *NIS-lncRNA* produces neuropathic pain–like symptoms in naive male mice. Data: mean ± SEM. (**A**) Levels of *NIS* V1 and V2 in the ipsilateral L3/4 DRGs 8 weeks after microinjection of AAV5-*Gfp*, AAV5–*NIS* V1 (AAV5-*V1*), or AAV5–*NIS* V2 (AAV5-*V2*) into unilateral L3/4 DRGs. *n =* 10 mice per group. **P < 0.01, by 1-way ANOVA with post hoc Tukey’s test. (**B**–**E**) Effect of microinjection of AAV5-*V1*, AAV5-*V2*, or AAV5-*Gfp* into the ipsilateral L3/4 DRGs on the ipsilateral paw withdrawal frequency (PWF) in response to 0.07 g and 0.4 g von Frey filament stimuli and paw withdrawal latency (PWL) in response to heat and cold stimuli at indicated weeks after microinjection. *n =* 8 mice per group. *P < 0.05, **P < 0.01 vs. AAV5-*Gfp*–treated mice at the corresponding weeks by 2-way ANOVA with repeated measures followed by post hoc Tukey’s test. (**F** and **G**) Effect of microinjection of AAV5-*V1*, AAV5-*V2*, or AAV5-*Gfp* into the ipsilateral L3/4 DRGs on spontaneous ongoing pain as assessed by the conditional place preference paradigm 8 weeks after microinjection. Pre, preconditioning; Post, post-conditioning. *n =* 8 mice per group. **P < 0.01, by 2-way (**F**) or 1-way (**G**) ANOVA with repeated measures followed by post hoc Tukey’s test. (**H**) Effect of microinjection of AAV5-*V1*, AAV5-*V2*, or AAV5-*Gfp* into the unilateral L3/4 DRGs on levels of p-ERK1/2, ERK1/2, and GFAP in the ipsilateral L3/4 dorsal horn 8 weeks after microinjection. *n =* 6 mice per group. **P < 0.01, by 1-way ANOVA followed by post hoc Tukey’s test.

**Figure 7:**
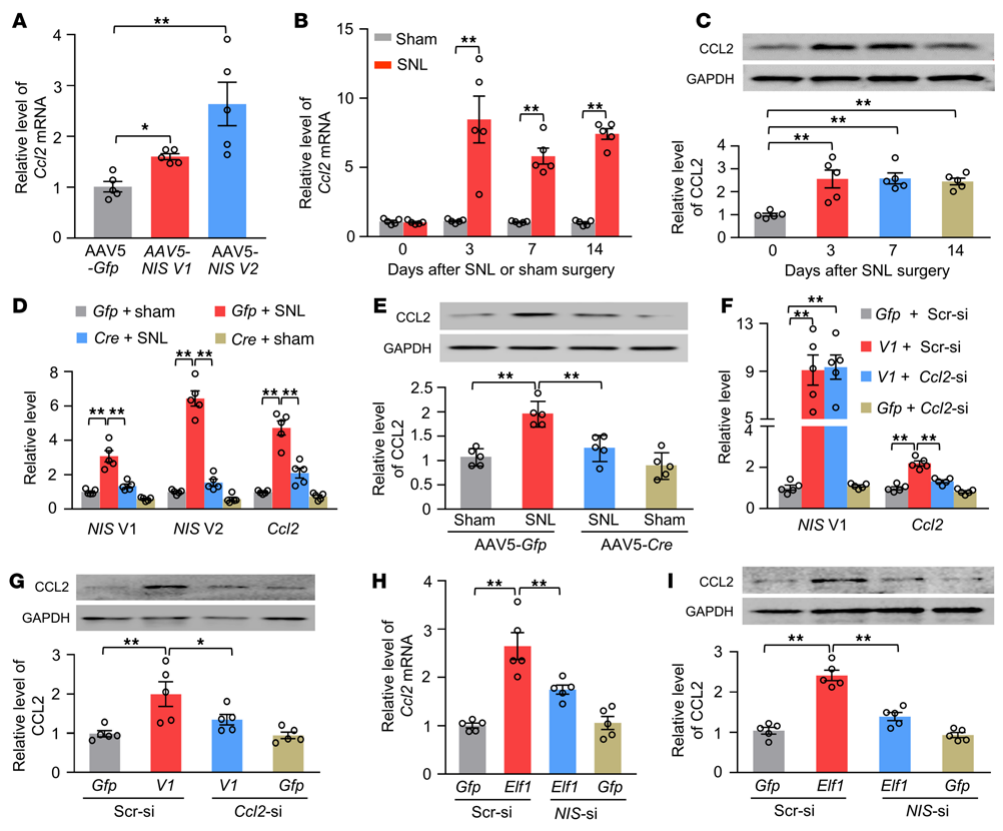
Upregulated *NIS lncRNA* is required for the SNL-induced CCL2 increase in injured DRGs of male mice. Data: mean ± SEM. (**A**) Level of *Ccl2* mRNA in the cultured DRG neurons 3 days after transduction with AAV5-*Gfp*, AAV5-*NIS* V1, or AAV5-*NIS* V2. *n =* 5 repeats per group. *P < 0.05, **P < 0.01, by 2-tailed, unpaired Student’s *t* test. (**B** and **C**) Levels of *Ccl2* mRNA and CCL2 protein in the ipsilateral L4 DRG after surgery. *n =* 20 mice per day per group. **P < 0.01, by 2-way (**B**) or 1-way (**C**) ANOVA with post hoc Tukey’s test. (**D** and **E**) Levels of *NIS* V1, *NIS* V2, and *Ccl2* mRNA and CCL2 protein in the ipsilateral L4 DRG 14 days after surgery in the *NIS*-*lncRNA^fl/fl^* mice with microinjection of AAV5-*Gfp* or AAV5-*Cre* 35 days before surgery. *n =* 20 mice per group. **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**F** and **G**) Levels of *NIS* V1, *Ccl2* mRNA, and CCL2 protein in the ipsilateral L3/4 DRGs 5 days after DRG microinjection of *Ccl2* siRNA (*Ccl2*-si) or scrambled siRNA (Scr-si) in mice with microinjection of AAV5-*Gfp* (*Gfp*) or AAV5-*NIS* V1 (*V1*) 35 days before siRNA microinjection. *n =* 10 mice per group. *P < 0.05, **P < 0.01, by 1-way ANOVA with post hoc Tukey’s test. (**H** and **I**) Levels of *Ccl2* mRNA and CCL2 protein in the ipsilateral L3/4 DRGs 7 days after DRG microinjection of *NIS lncRNA* siRNA (*NIS*-si) or scrambled siRNA (Scr-si) in mice with microinjection of AAV5-*Gfp* or AAV5-*Elf1* (*Elf1*) 35 days before siRNA microinjection. *n =* 10 mice per group. **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test.

**Figure 8:**
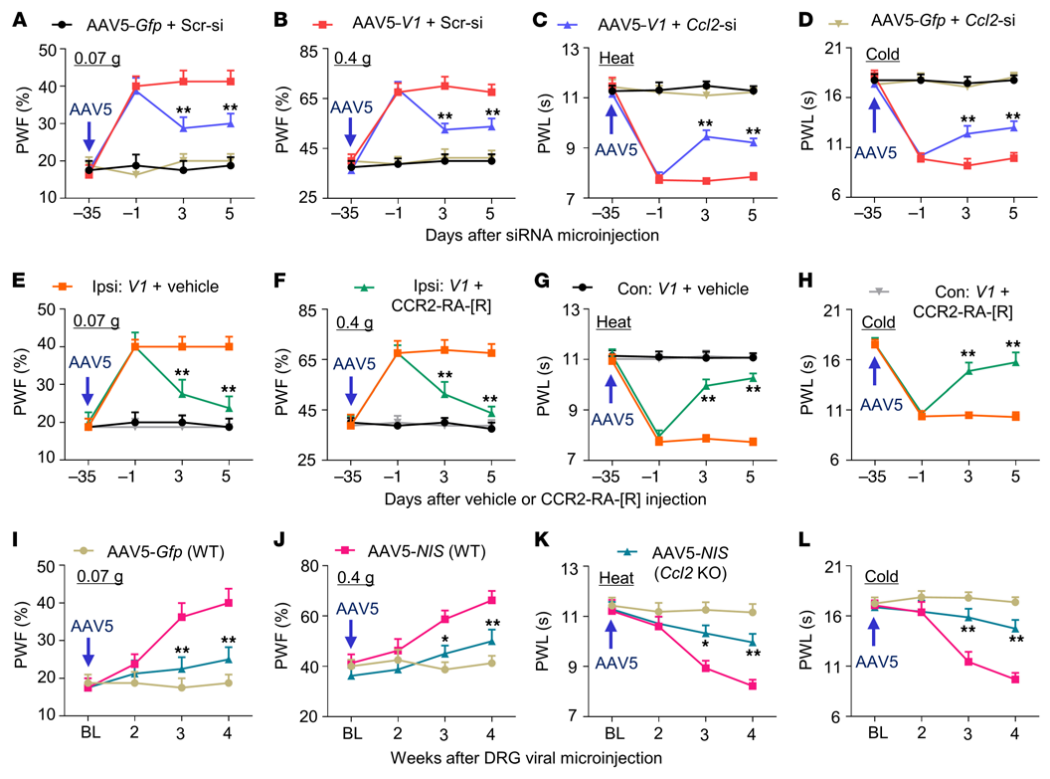
Pharmacological inhibition or genetic knockdown/knockout of DRG CCL2 mitigates nociceptive hypersensitivity caused by DRG *NIS* V1 overexpression in male mice. PWF, paw withdrawal frequency; PWL, paw withdrawal latency. Data: mean ± SEM. (**A**–**D**) Effect of microinjection of *Ccl2* siRNA (*Ccl2*-si) or scrambled siRNA (Scr-si) into ipsilateral L3/4 DRGs on ipsilateral paw withdrawal responses on the days indicated in mice with microinjection of AAV5-*V1* or AAV5-*Gfp* 35 days before siRNA microinjection. *n =* 8 mice per group. **P < 0.01 vs. AAV5-*V1* plus Scr-si group at the corresponding time points by 2-way ANOVA with repeated measures followed by post hoc Tukey’s test. (**E**–**H**) Effect of i.p. administration of the CCR2 receptor antagonist (CCR2-RA-[R]; 5 mg/kg) or vehicle (DMSO) once daily for 5 days on paw withdrawal responses on the ipsilateral (Ipsi) and contralateral (Con) sides on the days indicated in mice with microinjection of AAV5-*V1* (*V1*) 35 days before i.p. injection. *n =* 8 mice per group. **P < 0.01 vs. AAV5-*V1* plus vehicle group at the corresponding time points by 3-way ANOVA with repeated measures followed by post hoc Tukey’s test. (**I**–**L**) Paw withdrawal responses on the weeks indicated after microinjection of AAV5-*Gfp* (*Gfp*) or a mixture of AAV5*-Gfp* and AAV5*-V1* (*NIS*) into unilateral L3/4 DRGs of WT or *Ccl2*-KO mice on the ipsilateral side. *n =* 8 mice per group. *P < 0.05, **P < 0.01 vs. *Gfp*-microinjected WT mice at the corresponding time points, by 3-way ANOVA with repeated measures followed by post hoc Tukey’s test.

**Figure 9:**
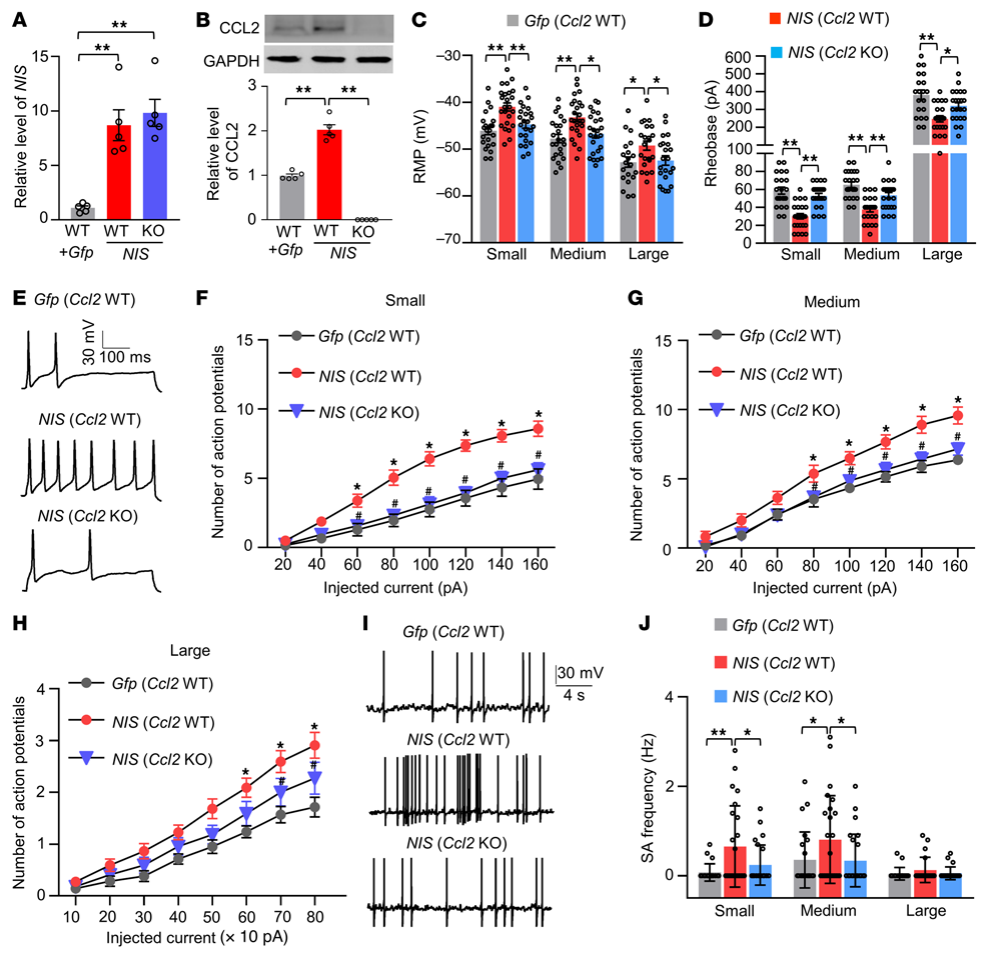
DRG overexpression of *NIS-lncRNA* increases CCL2-mediated DRG neuronal excitability. Data: mean ± SEM. (**A** and **B**) Levels of *NIS* V1 and CCL2 protein in the ipsilateral L3/4 DRGs 4 weeks after microinjection of AAV5-*Gfp* alone (*Gfp*) or a mixture of AAV5*-Gfp* and AAV5-*V1* (*NIS*) into unilateral L3/4 DRGs of WT or *Ccl2*-KO mice. *n =* 10 mice per group. **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**C** and **D**) Resting membrane potentials (RMP) and rheobases. *n =* 22 small, 23 medium, and 20 large cells from 14 *Gfp-*microinjected WT mice; *n =* 24 small, 24 medium, and 22 large cells from 18 *NIS-*microinjected WT mice; *n =* 24 small, 24 medium, and 22 large cells from 18 *NIS-*microinjected *Ccl2*-KO mice. *P < 0.05, **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**E**–**H**) Numbers of evoked action potentials after application of different currents as indicated. (**E**) Representative traces of evoked action potentials (100 pA, 500 ms) in small DRG neurons. Numbers of recorded cells and mice used are the same as in **C** and **D**. *P < 0.05 vs. *Gfp-*microinjected WT mice at the corresponding injected intensity and ^#^*P* < 0.05 vs. *NIS-*microinjected WT mice at the corresponding injected intensity, by 2-way ANOVA with post hoc Tukey’s test. (**I** and **J**) Frequencies of spontaneous activity (SA). (**I**) Representative SA traces of small DRG neurons. Numbers of recorded cells and mice used are the same as in **C** and **D**. *P < 0.05, **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test.

**Figure 10:**
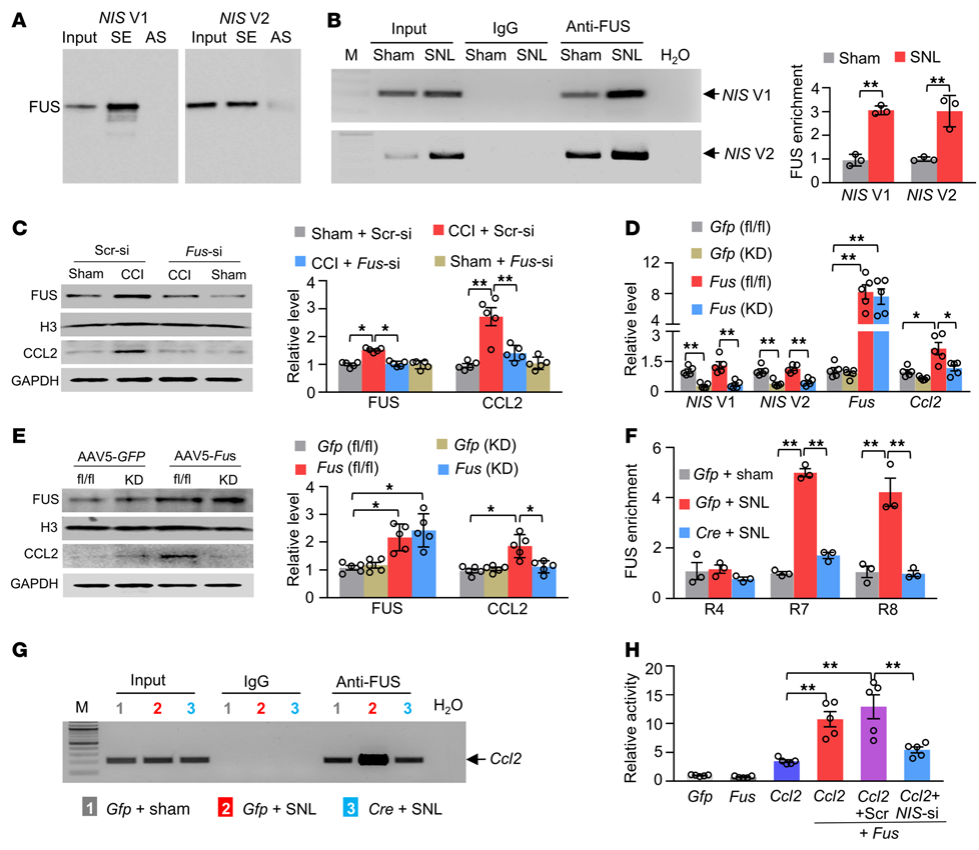
*NIS-lncRNA* is required for FUS-triggered CCL2 expression in injured DRGs. Data: mean ± SEM. (**A**) FUS pulled down by the *NIS* V1 and V2 sense (SE), but not their antisense (AS), RNA probes in cultured DRG neurons. *n =* 3 repeats. (**B**) *NIS* V1 and V2 fragments immunoprecipitated by mouse anti-FUS antibody in the ipsilateral L3/4 DRGs 7 days after surgery. *n =* 45 mice per group. **P < 0.01, by 2-tailed, unpaired Student’s *t* test. (**C**) Levels of FUS and CCL2 proteins in the ipsilateral L3/4 DRGs 5 days after surgery in mice with DRG microinjection of *Fus* siRNA (*Fus*-si) or scrambled siRNA (Scr-si) 3 days before surgery. *n =* 10 mice per group. *P < 0.05, **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**D** and **E**) Levels of *NIS* V1, *NIS* V2, *Fus* mRNA, *Ccl2* mRNA, and their proteins in the ipsilateral L3/4 DRGs 28 days after DRG microinjection of AAV5-*Gfp* or AAV5-*Fus* in *NIS-lncRNA^fl/fl^* mice (fl/fl) or *NIS-lncRNA–*knockdown mice (KD). *n =* 10 mice per group. *P < 0.05, **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**F** and **G**) Three regions (R4, R7, and R8) within the *Ccl2* gene promoter were immunoprecipitated by mouse anti-FUS in the ipsilateral L3/4 DRGs 7 days after surgery from the *NIS-lncRNA^fl/fl^* mice with microinjection of AAV5-*Gfp* (*Gfp*) or AAV5-*Cre* (*Cre*) 28 days before surgery. Representative image shows the binding of FUS to R7. *n =* 36 mice per group. **P < 0.01, by 2-way ANOVA with post hoc Tukey’s test. (**H**) *Ccl2* gene promoter activities in in vitro CAD cells transfected as shown. *Gfp*: vector expressing *Gfp* mRNA; *Fus*: vector expressing *Fus* mRNA; *Ccl2*: pGL3 reporter vector with *Ccl2* promoter; Scr: scrambled siRNA; *NIS*-si: *NIS-lncRNA* siRNA. *n =* 5 repeats per treatment. **P < 0.01, by 1-way ANOVA with post hoc Tukey’s test.

How the deposited data were processed for this re-analysis (not part of the article)

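RNA sequencing was done on microinjected DRGs of male mice, 3 libraries with AAV5-*Gfp* and 3 with AAV5-*V1+V2*. The authors deposited raw read counts per gene, as whole numbers in 1 table with a column for each library. The programs and the annotation that made these counts are not named in the paper's text or the labels, and neither is the use of strand or the handling of reads that map to several genes. The paper refers to its Supplemental Methods for detail, and these were not read here. Of the 48440 rows, 46511 carried a symbol of GENCODE M21, and the other 1929 held 1.39% of all counts. A numeric suffix splits 113 symbols over 232 rows, which were kept as separate genes. This affected *Itgam* of the macrophage list, which was left out.

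Total counts ranged from 32618252 to 34764282 with AAV5-*Gfp* (median 32779221) and from 32025612 to 34228594 with AAV5-*V1+V2* (median 32323352). At this depth a count of 3 or less in every library of a group was treated as a floor, and a fold against such a group as a lower bound. Counting error alone is covered by that floor. Pairwise chi-square values per degree of freedom were between 8.27 and 48.9 within groups, so that no pair of libraries differed by as little as the sampling noise.

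Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered by filterByExpr with the group, normalized by TMM, and tested with glmQLFit and glmQLFTest without a covariate. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Because edgeR gives no standard error, it was computed as the absolute coefficient divided by the square root of F. Of the paper's own values, only the numbers of genes were set beside these results.

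Marker genes were compiled by hand into 20 lists before the data were examined, as were the main test and the rule for named genes, 8 of them immune lists and 12 others for neurons, nerve injury, glia, other tissues, proliferation, and immediate early genes. The lists were tested with camera at an inter-gene correlation of 0.01, and again with the correlation estimated and with fry (limma 3.58.1). The rule for named genes took every gene the paper names (some of these are not reported here), the 8 largest rises and 4 largest falls among called genes with a mean of at least 1 log2 CPM and no overlap between groups, and at most 3 members of each list, those with the smallest adjusted p. Genes outside this rule are said to have been chosen after their values were seen.

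The calculations were tested on counts simulated from the means and library sizes of 18593 genes, with 200 genes changed, in 10 draws. With a dispersion of its own for each gene, edgeR's quasi-likelihood test recovered 78.95% of the changed genes, and 7.47% of its calls were false. With dispersions on the trend, it recovered 84.55%, and 5.22% of its calls were false. DESeq2 had 21.9% and 10.6% false calls in the same draws. Camera called the 1 raised list in 10 of 10 draws, and on average 0.3 unchanged lists with gene dispersions and 0.1 with trended ones. The simulated genes were independent, so these draws do not show how camera behaves where the genes of a list vary together.

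Alternatives covered the normalization (RLE, upper quartile, total counts), the filter, DESeq2 1.42.0, limma-voom with and without sample weights, edgeR's exact test, robust empirical Bayes, a replicate block, other thresholds, and leaving out each library. Thinning to the smallest library, offsets for GC content and transcript length, summing the suffixed rows, leaving out immunoglobulin and T cell receptor genes, and a threshold of 0.01 with a 2-fold change were added after the data were seen. GC content and length were known for 96.7% of the genes tested. The SNL database and the overlap with it, the cultured neurons, and the counts of Gm34583 were not analysed here.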

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

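The tests of the replicate 1 library, of immunoglobulin copies, of blood, of lymph node tissue, and of other splits of the libraries were chosen only after the results were seen. The tests of GC content and length, library size, abundant genes, and variable gene usage were set down before their outcomes were seen.

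B and plasma cell genes, which the paper does not report on, were above the level of the AAV5-*Gfp* libraries in every AAV5-*V1+V2* library, with a median log2 fold change of 3.54. Of its 12 genes, 9 had a mean of at least 1 CPM with AAV5-*Gfp* alone. *Ms4a1*, a B cell surface gene, had 12, 12, and 4 counts in AAV5-*Gfp* replicates 1, 2, and 3 and 708, 276, and 314 in AAV5-*V1+V2* replicates 1, 2, and 3. Immunoglobulin and T cell receptor genes together held 0.00254% to 0.00648% of the counts with AAV5-*Gfp* and 0.173% to 0.272% with AAV5-*V1+V2*. Retained blood is argued against by the erythrocyte list, whose median log2 fold change was 0.18, and which stayed below the B and plasma cell list in each AAV5-*V1+V2* library. A single variable gene shared by all 3 libraries is argued against as well. The most used heavy-chain variable gene held 14.6% of such counts in AAV5-*V1+V2* replicate 2 (*Ighv1-9*), 26.0% in replicate 1, and 15.6% in replicate 3 (the same gene in both). Lymph node tissue in the dissected ganglia stays open. Of 5 genes of lymph node stroma and follicles, chosen after their values were seen, *Ccl21a* had a log2 fold change of 0.25 (standard error 0.17) and *Madcam1* of 0.29 (standard error 0.42), whereas *Glycam1* (1.95), *Cr2* (2.17), and *Fcer2a* (2.36) had adjusted p-values under 0.05, which none of them had without AAV5-*Gfp* replicate 2 or without replicate 3 (0.0875 at most). The latter 2 are also expressed by B cells, so the 5 genes point both ways.

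T and natural killer cell genes, which the paper does not report on in these DRGs, were also above the AAV5-*Gfp* level in every AAV5-*V1+V2* library (median log2 fold change 2.66). *Cd5* had a log2 fold change of 3.19 (standard error 0.32, adjusted p = 0.00910 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and an adjusted p of 0.0815 without AAV5-*Gfp* replicate 2 and 0.0875 without replicate 3. Of the 21 genes tested, 7 had a mean of at least 1 CPM with AAV5-*Gfp*. Over the 118 higher genes of all 8 immune lists, 114 kept their call with offsets for GC content and length, 116 after thinning to the smallest library, and 118 without mitochondrial and abundant genes. At most 12 of the 118 could keep it without AAV5-*Gfp* replicate 2, and at most 15 without replicate 3. No more genes of any kind were higher in those fits. The thinning removed few counts, since the totals of the groups overlap. Immune genes outside the immunoglobulin and T cell receptor genes had a median log2 fold change of 1.77, which argues against reads shared within those families as the whole cause. AAV5-*V1+V2* replicate 1 alone is argued against by a median of 1.499 without it, where no AAV5-*Gfp* library deviated by more than 0.24. A candidate explanation is that immune cells entered the AAV5-*V1+V2* ganglia. Whether the transcripts, the virus preparation, or the dose would bring this about cannot be told apart, since each group received its own preparation.

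Proliferation genes rose as well (median log2 fold change 1.09, 14 of 16 genes higher), and were above the AAV5-*Gfp* level in every AAV5-*V1+V2* library. *Bub1b* had a log2 fold change of 1.65 (standard error 0.26), and its adjusted p was 0.0875 at most across the fits that each left out one replicate. No test separated dividing immune cells from dividing resident cells.

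Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes with an adjusted p under 0.05. Each other split gave 0, with 105 to 483 genes at an unadjusted p under 0.05 against 6455 in the real split. However, each of these splits put libraries of both groups on each side. The difference between the groups then added to the spread within the sides, which by itself lowers the number of calls. The contrast with the real split therefore does not show how many calls would arise without a difference. With 10 splits, a share under 0.05 cannot be reached. For the lists tested with camera, 7 of the 10 splits gave as many as the real split, so that the number of lists in camera does not set the real split apart. Each side of a mixed split held more libraries of one group than of the other, so part of the group difference remained. These splits therefore cannot tell how many lists camera would give without a difference.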

How the results depend on the processing

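Offsets for GC content and length, thinning, summing of suffixed rows, leaving out immunoglobulin and T cell receptor genes, and the threshold of 0.01 were chosen after seeing the data.

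The numbers of genes changed most when a library was left out. They ranged from 12 to 2474 higher and from 0 to 1446 lower genes across the 6 fits that each left out one replicate, against 1872 and 980 with all libraries. Without AAV5-*Gfp* replicate 2 there were 12 and 0, without replicate 3 there were 15 and 0, and without replicate 1 there were 257 and 59. Without AAV5-*V1+V2* replicate 2 there were 1020 and 150. In the fits with 0 lower genes, 2029 (without AAV5-*Gfp* replicate 2) and 1815 (without replicate 3) were lower at an unadjusted p under 0.05. The fits without AAV5-*V1+V2* replicate 1 (1862 and 1095) and without replicate 3 (2474 and 1446) have as many samples, and the cause of the lower numbers was not tested.

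The number of lower genes was 1501 with DESeq2 and 1995 in limma-voom with sample weights. The threshold moved both numbers, by its construction. Adjusted p under 0.05 with a 2-fold change gave 1052 higher and 47 lower genes, unadjusted p under 0.05 gave 3577 and 2878, unadjusted p with a 2-fold change gave 1236 and 91, and adjusted p under 0.1 gave 2898 and 2030. Adjusted p under 0.01 with a 2-fold change gave 29 and 0. With total counts only, 74.6% of the called genes were higher, against 65.6% with TMM.

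*Ccl2* kept its direction in the 23 alternatives and its call in 17. It lost the call in limma-voom (log2 fold change 1.68, adjusted p = 0.0837), and the cause was not tested. Across the 6 fits that each left out one replicate, its log2 fold change ranged from 1.40 to 2.18 and its adjusted p from 0.00987 to 0.160, and only the fit without AAV5-*V1+V2* replicate 3 kept the call.

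With camera, 11 lists were higher and 2 lower. With the correlation estimated, 0 lists were higher and 0 lower, with 2 lists at an unadjusted p under 0.05. With fry, 9 lists were higher and 0 lower, with 11 lists at an unadjusted p under 0.05. The number of lower lists was 1 with upper-quartile normalization, with the replicate block, and with GC and length offsets and the replicate block. Across the fits that each left out one replicate, 11 lists were higher in each, and from 1 to 2 were lower.

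Samples with the same replicate number were not shown to be paired. The correlations of their deviations from the group means were 0.04, 0.07, and 0.11. Between libraries with different replicate numbers, they ranged from -0.10 to 0.043. A weak sharing by replicate number therefore stays open. With a replicate block, 2118 genes were higher and 1341 lower, and *Ccl2* had a log2 fold change of 1.74 (adjusted p = 0.0133).

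Values near 0 changed sign in 24 cases, and the smallest adjusted p among these was 0.273. *Glul*, at 0.00097, was -0.0018 with RLE, -0.023 with upper-quartile normalization, -0.0066 in limma-voom, -0.0038 with the replicate block, -0.0011 after thinning, -0.0026 with GC and length offsets, and -0.0058 with these and the replicate block. *Malat1*, at -0.022, was 0.037 with total counts only, 0.0508 with GC and length offsets, and 0.0509 with these and the replicate block. The Schwann cell list, at -0.0076, was 0.050 with total counts only, 0.040 with GC and length offsets, and 0.039 with these and the replicate block. Across the 6 fits that each left out one replicate, *Glul* ranged from -0.13 to 0.11, *Malat1* from -0.055 to 0.0024, the nerve injury list from -0.0084 to 0.21, the satellite glia list from -0.15 to 0.026, the Schwann cell list from -0.028 to 0.066, and the endothelium list from -0.0033 to 0.096.

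For the other named genes and lists, 108 values of genes lost the threshold and 35 gained it, and 22 values of lists lost it. *Jchain* and *Gm42730* kept their call in each of 23 alternatives. All 12 and 15 genes called without AAV5-*Gfp* replicates 2 and 3 were also called with all libraries.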

Differences from the paper's values

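The paper's numbers are 816 upregulated and 4 downregulated genes, against 1872 higher and 980 lower genes here. The test and threshold behind the paper's numbers were not known here, since its Supplemental Methods were not read. For higher genes, of the alternatives set before the data were examined, an adjusted p under 0.05 with a 2-fold change gave 1052, and leaving out AAV5-*V1+V2* replicate 2 gave 1020, which are within 1.5 times the paper's 816. The others gave from 12 to 3577. For lower genes, none of the alternatives set before the data were examined came within 1.5 times the paper's 4. The nearest were 0, without AAV5-*Gfp* replicate 2 or without replicate 3, and 47 with a 2-fold change.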

Other observations

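The tests of *Atf3*, of dilution, and of *Gm42730* were chosen only after the results were seen. The test of a loss of neurons was set down before its outcome was seen.

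Of the 23 genes the paper names that were tested, 5 were higher and 2 were lower with an adjusted p under 0.05. Besides *Ccl2* and *Ccr2*, the higher ones were *Cd68* (log2 fold change 2.29), *Gfap* (0.82), and *Atf3* (0.78), and the lower ones were *Scn8a* (-0.77) and *Gapdh* (-0.45). None of the 7 passed in the fits without AAV5-*Gfp* replicate 1, 2, or 3, where their adjusted p-values from edgeR's test were from 0.0567 (*Scn8a*, without replicate 1) to 0.160 (*Ccl2*, without replicate 3). Without AAV5-*V1+V2* replicate 2, *Gfap* (adjusted p = 0.0537), *Atf3* (0.0707), and *Ccl2* (0.103) did not pass edgeR's test either, and neither did *Ccl2* without AAV5-*V1+V2* replicate 1 (0.0868). The other 16 had adjusted p-values of 0.0523 or more, but 7 of them passed in some of the 23 alternatives, *Scn9a* and *Scn10a* in 8 each, *Scn11a* in 6, *Elf1* in 5, *Creb1* in 4, *Avil* in 3, and *Mapk3* in 1. Among these alternatives, by edgeR's test, *Scn9a* (adjusted p = 0.0249), *Scn10a* (0.0399), *Elf1* (0.0397), and *Avil* (0.0494) passed without AAV5-*V1+V2* replicate 1, and *Scn9a* (0.0303), *Scn10a* (0.0233), *Elf1* (0.0310), and *Scn11a* (0.0471) without replicate 3. Of the 16, *Elf1* had a log2 fold change of 0.41, *Ebf1* of -0.18, *Creb1* of 0.27, *H19* of 0.34, *Malat1* of -0.022, *Ppib* of 0.12, *Glul* of 0.00097, and *Mapk3* of -0.24. The genes of neurons were at -0.43 for *Tubb3*, -0.56 for *Scn9a*, -0.59 for *Scn10a*, -0.47 for *Scn11a*, -0.39 for *Avil*, and -0.28 for *Tuba1a*.

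The 12 lists that are not immune lists gave a mixed picture. In camera, proliferation, immediate early genes (median log2 fold change 0.60), and fibroblasts (0.44) were higher, and sensory neurons (-0.43) and skeletal muscle (-1.61) were lower. Nerve injury (0.12), satellite glia (-0.083), Schwann cells (-0.0076), endothelium (0.075), adipocytes (0.36), erythrocytes (0.18), and spinal cord (-0.46) did not pass. Skeletal muscle varied between libraries of the same group, from -2.07 to 1.74 with AAV5-*Gfp*, and 0 of its 11 genes passed on their own, the smallest unadjusted p being 0.0704. Its median was -0.39 without AAV5-*Gfp* replicate 2 and -2.55 without AAV5-*V1+V2* replicate 1. The immediate early list was at 0.92 without AAV5-*V1+V2* replicate 3.

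The sensory neuron list fell, with 8 of its 30 genes lower, among them *Rbfox3* (log2 fold change -0.93) and *Ntrk3* (-0.61). Adjusted over the list alone, 17 were lower. The fall did not pass with fry (adjusted p = 0.0665). The list was at -0.71, -0.31, and -0.24 in AAV5-*V1+V2* replicates 1, 2, and 3. A loss of neurons would lower the genes alike, and a chi-square test across the 30 genes did not find that they differ (p = 0.15), which leaves this hypothesis open, as it does a lower share of cell bodies in the dissected tissue, which was not tested. Dilution of all resident cells by RNA of added cells is argued against as the whole cause of the fall. It would lower Schwann cell genes as well, but the 15 genes of that list had log2 fold changes from -0.077 to 0.25, each more than 2 standard errors above the neuron median, and the 30 neuron genes had -0.93 to -0.20. By library, the neuron list minus the Schwann cell list was -0.76, -0.26, and -0.32 (log2) in AAV5-*V1+V2* replicates 1, 2, and 3 and -0.18, 0.0073, and 0.16 in AAV5-*Gfp* replicates 1, 2, and 3. The gap between the groups is small, and dilution as a part of the fall stays open. The rule for this test was changed after its values were seen. A first, stricter rule asked every AAV5-*V1+V2* library to lie 2 SD below the AAV5-*Gfp* mean. By that rule, dilution as the whole cause would still be open.

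*Atf3* rose, with 435, 418, and 413 counts in AAV5-*Gfp* replicates 1, 2, and 3 and 812, 850, and 567 in AAV5-*V1+V2* replicates 1, 2, and 3. Both groups were microinjected, so a candidate explanation is a nerve injury response that is larger in the AAV5-*V1+V2* DRGs. The other 21 genes of the nerve injury list had a median log2 fold change of 0.12 and went both ways, so the list leaves this open. Of these 21 genes, 3 were higher with an adjusted p under 0.05, *Sdc1* (0.65), *Csf1* (0.58), and *Ecel1* (1.07), and 1 was lower, *Cacna2d1* (-0.50). The counts come from whole DRG tissue, so they do not show whether neurons or other cells carry these changes or that of *Atf3*. *Ecel1* and *Cacna2d1* were chosen after their values were seen. None of *Atf3* and these 4 genes passed without AAV5-*Gfp* replicate 1, 2, or 3 or without AAV5-*V1+V2* replicate 2, where their adjusted p-values in edgeR's test were from 0.0596 (*Sdc1*, without AAV5-*Gfp* replicate 1) to 0.137 (*Ecel1*, without AAV5-*Gfp* replicate 3). Without AAV5-*V1+V2* replicate 1, *Ecel1* had an adjusted p of 0.0537 in the same edgeR test. Without AAV5-*Gfp* replicate 2, *Atf3* had a log2 fold change of 0.73 and an adjusted p of 0.102 in edgeR's test.

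*Gm42730*, chosen after its values were seen, had 19, 20, and 18 counts in AAV5-*Gfp* replicates 1, 2, and 3 and 117, 117, and 140 in AAV5-*V1+V2* replicates 1, 2, and 3 (log2 fold change 2.67, standard error 0.17, adjusted p = 0.00155 from edgeR's quasi-likelihood test). The symbol has no entry in GENCODE M21, and the deposited table gives no position for it. A hypothesis is that it is an older symbol of the gene at the *NIS-lncRNA* locus. Of the 7 genes that M21 lists among the Havana numbers of the neighbouring symbols, 6 were among the symbols analysed here and 1, Gm34583, was not, which is what the hypothesis rests on. The block is one of numbers and not of position. Its gene Ptprz1 lies on chromosome 6, and Gm42731 lies far from the locus, at 135471779 on chromosome 5. However, 1 number of that block has no gene in M21, and a gene since withdrawn could have held it, so the origin of *Gm42730* stays open.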
